# Co-transcriptional RNA cleavage by Drosha homolog Pac1 triggers transcription termination in fission yeast

**DOI:** 10.1093/nar/gkab654

**Published:** 2021-08-05

**Authors:** Carlo Yague-Sanz, Maxime Duval, Marc Larochelle, François Bachand

## Abstract

Transcription termination of protein-coding genes in eukaryotic cells usually relies on a tight coordination between the cleavage and polyadenylation of the pre-mRNA, and 5′-3′ degradation of the downstream nascent transcript. Here we investigated the contribution of the essential fission yeast endonuclease Pac1, a homolog of human Drosha that cleaves hairpin RNA structures, in triggering polyadenylation-independent transcription termination. Using ChIP-sequencing in Pac1-deficient cells, we found that Pac1 triggers transcription termination at snRNA and snoRNA genes as well as at specific protein-coding genes. Notably, we found that Pac1-dependent premature termination occurred at two genes encoding conserved transmembrane transporters whose expression were strongly repressed by Pac1. Analysis by genome editing indicated that a stem-loop structure in the nascent transcript directs Pac1-mediated cleavage and that the regions upstream and downstream of the Pac1 cleavage site in the targeted mRNAs were stabilized by mutation of nuclear 3′-5′ and 5′-3′ exonucleases, respectively. Our findings unveil a premature transcription termination pathway that uncouples co-transcriptional RNA cleavage from polyadenylation, triggering rapid nuclear RNA degradation.

## INTRODUCTION

Ribonucleases (RNases) are found in all domains of life and play important roles in the post-transcriptional control of gene expression through RNA maturation and catabolism. RNases are classified into two main groups depending on whether they cleave within RNA molecules (endoribonucleases) or degrade RNA from its extremities (exoribonucleases). RNase III is an ancient family of endonucleases that specifically target double-stranded (ds) RNA substrates. The first RNase III enzyme was identified in *Escherichia coli* (1), where it plays key roles in the maturation of structured non-coding RNAs (ncRNA), including the primary ribosomal RNA (rRNA) transcript (2), a role that is conserved from prokaryotes to eukaryotes (3).

Additional RNase III substrates have also emerged throughout evolution. For instance, in *Saccharomyces cerevisiae*, the RNase III homolog Rnt1 processes RNA polymerase (RNAP) II-transcribed polycistronic transcripts into individual entities (4,5), participates in the maturation of snoRNAs (6), regulates mRNA stability (7), and can trigger termination of RNAPI and II transcription in a Rat1/torpedo-dependent manner (8,9). The torpedo model for eukaryotic transcription termination relies on nascent transcript cleavage that creates an entry point for a 5′-3′ exoribonuclease (Rat1 in budding yeast), which catches up with the RNAP and ultimately promotes transcriptional termination (10–12). For protein-coding genes, torpedo termination normally relies on nascent transcript cleavage by the cleavage and polyadenylation factor (CPF) complex, which couples termination with pre-mRNA polyadenylation. However, when Rnt1 substitutes for canonical CPF cleavage, polyadenylation-independent termination can occur, which primarily acts as a fail-safe mechanism of transcription termination for RNAPII-transcribed protein-coding genes (8,9), but constitutes the main RNAPI termination pathway at rRNA genes (13).

In humans, there are two RNase III homologs, Drosha and hDicer, that are best known for their role in microRNA (miRNA) biogenesis. miRNAs are short (about 22-nt long) single-stranded RNAs derived from endogenous hairpin dsRNA precursors that are matured by Drosha cleavage activity (14). Functionally, miRNAs are known to regulate cell proliferation and differentiation through RNA interference (RNAi), and are considered as potential targets for human cancer diagnosis, prognosis, and treatment (15). In addition, Drosha has been shown to cleave non-miRNA targets such as mRNAs, influencing transcript stability and/or transcription termination (16,17). These emerging roles of Drosha remain poorly understood, however.

In contrast to budding yeast, the fission yeast *Schizosaccharomyces pombe* also possesses two RNAse III family members: Pac1 and spDicer. While the functions of spDicer are well described, the essential Pac1 protein, homolog to both *S. cerevisiae* Rnt1 and human Drosha, remains poorly characterized. The *pac1* gene was initially isolated as a high copy suppressor of the untimely meiosis phenotype that occurs in a *S. pombe pat1* mutant, and may therefore contribute to fission yeast sexual differentiation, although the underlying mechanism remains unknown (18,19). Functionally, Pac1 cleavage activity is targeted on dsRNA stem-loops of at least 20-nt (20), but tolerates bulges in the stem and extensive variation in the loop length and sequence (21). A *pac1* mutation causes defects in snRNA processing (22,23) and in the 3′ end formation and transcriptional termination of selected snRNAs and snoRNAs (24,25). As yet, however, our current understanding of Pac1 function and substrate specificity is limited to only three substrates. Specifically, a single endogenous substrate has been reported for Pac1, which is the rDNA 3′ external transcribed spacer (3′ETS) (21), whereas the other two Pac1 substrates described previously (the U2 snRNA and U3 snoRNA) were characterized using plasmid-borne expression systems (24,25).

Here, we investigated the endogenous co-transcriptional targets of Pac1 using functional genomic approaches. We found that Pac1 triggers transcription termination at snRNA and snoRNA genes as well as at specific protein-coding genes. Notably, Pac1 activity imposed premature transcription termination and concomitant RNA decay for two genes encoding transmembrane transporters: *mfs2* and *SPBC530.02*. Mutation of a predicted stem-loop structure within *mfs2* by genome editing confirmed that the stem-loop structure in the nascent transcript is responsible for Pac1-dependent repression. Intriguingly, *mfs2* transcriptional induction upon stress occurred independently of the constitutive repression activity of Pac1. Our findings unveil a premature transcription termination pathway that uncouples co-transcriptional RNA cleavage from polyadenylation, triggering rapid RNA degradation in the nucleus.

## MATERIALS AND METHODS

### Yeast strains and media

Unless stated otherwise, cells were grown at 30°C in Edinburgh minimal media (EMM) supplemented with adenine, uracil, histidine, and leucine. Cells were collected at OD600nm of ∼0.5–0.7. A list of all *S. pombe* strains used in this study is provided in Supplementary Table S3. Conditional strains in which the *nmt41* or *nmt81* promoters control the expression of genes of interests were repressed by a 12–15 h treatment with 60 μM of thiamine as previously described (28). Nuclear proteins fused to the anchor-away system (26) were relocalized in the cytoplasm by a two-hours rapamycin treatment at a final concentration of 2.5 μg/ml. Gene disruptions and C-terminal tagging of proteins were performed by PCR-mediated gene targeting (58) using lithium acetate method. Short-homology CRISPR/Cas9-mediated mutagenesis (59) was used to generate the *mfs2 stemdead* and *pac1-ts* mutants.

### Microscopy

Pac1-FRB-GFP localization was detected by using fluorescence microscopy as previously described (28). Briefly, liquid cultures were grown in EMM to early log phase (OD600nm 0.3) then rapamycin or an equal volume of DMSO was added to a final concentration of 2.5 μg/ml. After two hours incubation, nuclei were stained using Hoechst 33342 for 15 min (0.2 mg/ml) and live cells were mounted on 1.2% agarose patches. GFP-tagged proteins and nuclei were detected at 470 nm and 365 nm, respectively, using a Colibri system (Carl Zeiss Canada, Toronto, ON, Canada) on a Zeiss Axio Observer Z1 inverted microscope with a ×60/1.4 oil objective. Data were analyzed using the ZEN black software (Carl Zeiss Canada).

### RNA preparation and analyses

Total RNA was extracted using the hot-acid phenol method, as previously described (60). RT-qPCR analyses were performed as previously described (61). Briefly, 1 μg of total RNA was treated with 1 unit of RNase-free DNase RQ1 (Promega, M6101) for 30 min at 37°C and inactivated with 1 μl of 25 mM EDTA for 10 min at 65°C. Reverse transcription reactions were in a volume of 20 μl using random hexamers and 1 unit of Omniscript RT (Qiagen) for 60 min at 42°C and inactivated for 20 min at 65°C. qPCR reactions were performed in triplicates on a LightCycler 96 system (Roche) in a final volume of 15 μl using 6 μl from a 1:100 dilution of each cDNA, 0.15 μM of forward and reverse primers, and 7.5 μl of the 2X PerfeCTa SYBR Green Supermix from Quantabio. Analysis of gene expression changes were calculated relative to the appropriate control *S. pombe* strain and were measured with the ΔΔCT method using the gene *nda2* as internal reference. The oligonucleotides used in the qPCR experiments are listed in Supplementary Table S4.

rRNA-depleted RNA-seq libraries were prepared following manufacturer's instructions using either the Zymo-Seq RiboFree Total RNA Library Kit (for the *pac1-ts* RNA-seq experiment) or Illumina Truseq Stranded Total RNA-sequencing after ribodeletion with the RiboZero Yeast ribodepletion (Epicentre). RNA-seq libraries were sequenced in paired-end (2 × 50nt) using Illumina technologies (MiSeq or NovaSeq) at Genome Québec.

For northern blot analysis, 8 μg of total RNA were separated on 7% acrylamide gels containing 8% urea. After transfer on a nitrocellulose membrane (Amersham Hybond™), mature and precursors snoRNA were detected using DNA probes radiolabeled with ATP[γ-^32^P] using T4 polynucleotide kinase phosphorylation (NEB), following manufacturer's instruction. Probes were hybridized overnight to the membrane at 42°C.

### *In vitro* cleavage assays

Recombinant Pac1-6xhis (62) was expressed in *E. coli* grown in LB medium at 37°C for 3 hours after IPTG (1 μM final concentration) induction. After centrifugation, cell pellets were resuspended in extraction buffer (25% glycerol, 1 M NaCl, 30 mM tris pH 8, 10 mM imidazole, 1x PLAAC protease inhibitor cocktail) and treated with lysozyme at 1 mg/ml during 30 minutes at 4°C. Six sonication cycles of 10 s at 20% amplitude completed the lysis process. After centrifugation, recombinant Pac1 was purified from cell extracts using Ni-NTA agarose beads (Qiagen) following manufacturer's instructions. Briefly, 50 μl of washed beads were added to a cell extract corresponding to 50 mL of initial bacterial culture and were incubated 60 minutes at 4°C on a rotating wheel. The beads were then washed five times with extraction buffer, then two more times with Pac1 reaction buffer (30 mM CHES pH 8.5, 1 mM DTT, 5 mM MgCl_2_, 0.1 mg/ml BSA). Digestion of Pac1 substrates were directly performed on beads (no elution).

Radiolabeled Pac1 substrates were transcribed by T7 RNA polymerase (NEB) from a DNA template generated by PCR in presence of UTP[α-^32^P] according to the manufacturer's instructions. Following column purification (Zymoresearch RNA clean & concentrator™), the transcription product was heated at 85°C for 5 min then annealed at room temperature for 30 min. The annealed RNA was then added to the purified Pac1 and incubated at 30°C for the indicated times. The cleavage reactions were stopped by the addition of 2× formamide RNA loading, followed by migration on a 8% polyacrylamide gel containing 8M urea.

### Chromatin immunoprecipation (ChIP)

ChIP-qPCR and ChIP-seq experiments were performed as described previously (61). Briefly, 50 mL of OD600nm = 0.6–0.7 cultures were incubated for 20 min at room temperature with 1% formaldehyde. After quenching the reaction with glycine, cells were washed with cold Tris-buffered saline (20 mM Tris–HCl pH 7.5, 150 mM NaCl) and snap-freezed. Frozen pellets were thawed and resuspended in 500 μL of lysis buffer (50 mM HEPES–KOH at pH 7.5, 140 mM NaCl, 1 mM EDTA at pH 8.0, 1% Triton X-100, 0.1% Na-deoxycholate) containing protease inhibitors, disrupted using a FastPrep instrument, and sonicated 12 times for 10 sec at 20% intensity using a Branson digital sonifier. Sonicated chromatin was incubated overnight at 4°C with 50 μl of Pan Mouse IgG Dynabeads (Life Technologies, 11041) only for Pac1-TAP immunoprecipitation, or with Pan mouse IgG beads coupled with 2 μg of 8WG16 antibody for RNAPII immunoprecipitation. After the beads were washed twice with 1 mL of lysis buffer, twice with 1 mL of lysis buffer plus 500 mM NaCl, twice with 1 mL of wash buffer (10 mM Tris–HCl at pH 8.0, 250 mM LiCl, 0.5% NP-40, 0.5% sodium deoxycholate and 1 mM EDTA), and once with 1 mL of Tris-EDTA (TE; 10 mM Tris-HCl at pH 8.0, 1 mM EDTA), the co-immunoprecipitated chromatin was eluted by incubating the beads 15 minutes in elution buffer (50 mM Tris–HCl at pH 8.0, 10 mM EDTA, 1% SDS) at 65°C. After overnight incubation at 65°C for reverse-crosslinking, treatment with proteinase K and DNA extraction by phenol-chloroform, the samples were treated with RNaseA and purified on PCR purification column (Qiagen). For ChIP-qPCR, DNA from the inputs and immunoprecipitated fractions were analyzed on a LightCycler 96 Instrument system (Roche) using perfecta SYBR supermix (QuantaBio). The oligonucleotides used in the qPCR experiments are listed in Supplementary Table S4. Protein occupancy was then calculated using the percent input method (61). ChIP-sequencing libraries were prepared using the SPARK DNA Sample Prep Kit Illumina Platform (Quantabio) according to the manufacturer's instructions and sequenced in single-end (50nt) using Illumina technologies (MiSeq or NovaSeq) at Genome Québec.

### RNA-seq analysis

The RNA-seq datasets used in this study are listed in Supplementary Table S5. Raw paired reads were trimmed using trimmomatic (63) against the appropriate adapter sequences with options ‘PE ILLUMINACLIP:$adapters:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36’. Trimmed reads were then mapped on *S. pombe* genome (version ASM294v2.26) using HISAT2 (64) with option ‘–RNA-strandness RF –min-intronlen 20 –max-intronlen 3000 –no-mixed –no-discordant’. Then, mapped reads were summarized at the gene level using featureCounts (65) with options ‘-s 2 -p -P -d 0 -D 5000 -C’. Gene-level read count matrix was then inputed into DESeq2 (66) that uses a median of ratio method to compute size factors (normalization factor). Based on these size factors, we used deepTools (67) to create strand-specific normalized coverage files (.bigwig) with options ‘bamCoverage –samFlagExclude 256 –maxFragmentLength –scaleFactor $size_factor –filterRNAstrand [forward,reverse] -bs 1 -of bigwig’. Replicate bigwig files were then merged with deepTools ‘bigWigCompare -bs 1 –operation mean’ and visualized within the Integrative Genomic Viewer (68). Differential expression analysis was carried out in DEseq2 using a generalized linear model of the form ‘expression ∼ strain + temperature + temperature:strain’ to accounts for the interaction between the thermosensitive mutation and the temperature in the case of the *pac1-ts* dataset, and of the form ‘expression ∼ strain’ for the other datasets (Supplementary Table S1).

### ChIP-seq analysis

The ChIP-seq datasets used in this study are listed in Supplementary Table S5. Raw reads were trimmed using trimmomatic (63) against the appropriate adapter sequences with options ‘SE ILLUMINACLIP:$adapters:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36’. Trimmed reads were then mapped on *S. pombe* genome (version ASM294v2.26) using HISAT2 (64) with option ‘–no-splice-alignment’. For input-controlled peak calling of the Pac1-TAP ChIP experiments, MACS2 (69) was used on individual replicates with options ‘-f BAM -t IP.bam -c INPUT.bam -g 12000000 -B -q 0.01 -m 1 10 –fe-cutoff 2 –keep-dup all’. As of note, removing the ‘–keep-dup all’ option did not significantly alter the peak calling results with the exception of the loss of the 3′ETS Pac1 peak because of saturating read coverage arising from the regions harboring the multi-copy rDNA repeats. Individual narrowPeak files (MACS2 output) were converted into bed format and combined using MSPC (Multiple Sample Peak Calling) (70) using parameters ‘-r bio -s 1E–8 -w 1E–4 -c 2’ to obtain the final list of Pac1-associated loci presented in Supplementary Table S2. For visualization, MACS2 pileup.bdg files were converted into bigwig files, the replicates merged, and loaded into the Integrative Genomic Viewer (68). The 8WG16 ChIP dataset (in the control and Pac1-AA strain) was processed similarly, with the exception that the genome coverage tracks were normalized based on a scaling factor computed from the median of ratio of the read coverage of consecutive 10Kb genomic bins obtained using deepTools (67) mutiBigwigSummary bins, allowing for direct comparison of the mutant and control profiles.

### RNA structure prediction and conservation.

Secondary RNA structure were predicted using the RNAfold web server (71) and visualized in vaRNA (72). *mfs2* homologs were identified through Fungal Compara, a tool from *Ensembl Fungi* where fungal gene families are generated based on the best reciprocal familiarity relationship (73).

### Data availability statement

Raw reads files and processed files for the RNA-seq (bigwig and read count matrix) and ChIP-seq (bigwig) data generated in this study are available on GEO under accession numbers GSE167041 and GSE167040, respectively.

## RESULTS

### Pac1 associates with chromatin and promotes transcription termination of snRNA and snoRNA genes

To identify transcripts co-transcriptionally cleaved by Pac1—a process that presumably occurs in close proximity to the chromatin template—we performed Pac1 ChIP-sequencing using a strain expressing a functional TAP-tagged version of Pac1 from its endogenous chromosomal locus. Peak calling on the resulting reads revealed that Pac1 is significantly associated with almost 200 genomic loci covering rRNA, snRNA, snoRNA, mRNA and lncRNA genes (Figure 1A & Supplementary Table S1). Among these loci, we recovered the genes encoding all three previously identified Pac1 targets: the rRNA 3′ External Transcribed Sequence (ETS) (20), snU2 (24), and snU3 (25) (Supplementary Table S1), confirming that ChIP-seq assays are appropriate to identify transcripts targeted by Pac1.

**Figure 1.**
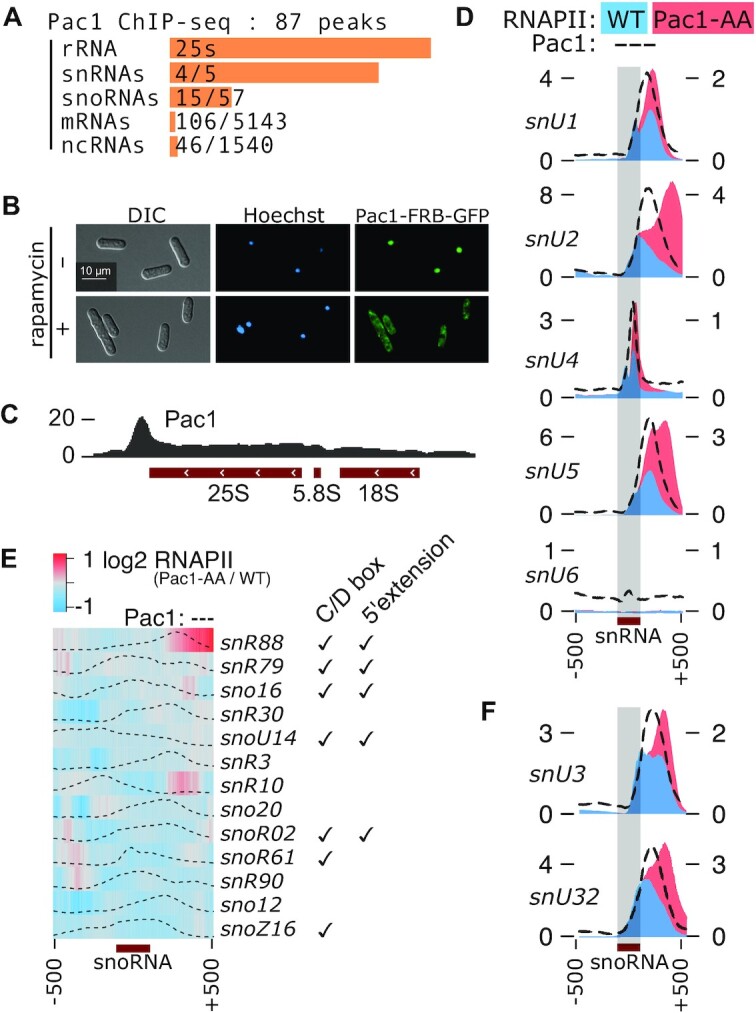
Pac1 associates with chromatin and promotes transcription termination of snRNA and snoRNA genes. (**A**) Distribution by type of the 172 genes overlapping the 87 Pac1-associated loci identified by ChIP-sequencing (Supplementary Table S1). The orange bars are proportional to the percentage of genes bound by Pac1 for each class of genes. (**B**) Representative images of the Pac1 anchor away strain (Pac1-FRB-GFP) natural nuclear localization (top panel) and relocalization to the cytoplasm 2h after rapamycin treatment (bottom panel). (**C**) Pac1-TAP ChIP-seq read coverage on one representative rDNA repeat, transcribed from right to left. The coverage is expressed in thousands reads mapped and averaged over two biological replicates. (**D**, **F**) Normalized ChIP-seq read coverage over snRNA (D) and selected snoRNA (F) genes for RNAPII (8WG16 antibody) in the Pac1 anchor-away (Pac1-AA, red) or control strains (blue) 2h after rapamycin treatment (right axis) and for Pac1-TAP (left axis, dotted black line). The coverage is expressed in thousands reads mapped and averaged over two biological replicates. (**E**) Heatmap of the log2 ratio between the normalized RNAPII ChIP-seq read coverage in the Pac1 anchor-away strain versus a control strain 2h after rapamycin treatment over Pac1-bound snoRNAs genes (500-nt upstream and downstream of snoRNA annotation). The Pac1-TAP ChIP signal distribution (min-max scaled to fit the window) is represented by dotted black lines. 5′ extension refers to the accumulation of 5′-extended snoRNA precursors upon Pac1 nuclear exclusion (see Supplementary Figure S3).

To assess whether the essential Pac1 protein is functionally important for transcription of the identified putative targets, we used a conditional anchor-away (26) Pac1 strain (Pac1-AA) that allowed rapid rapamycin-dependent nuclear exclusion of Pac1 (Figure 1B). Long-term rapamycin treatment did not support cellular growth of the Pac1-AA strain (Supplementary Figure S1A). We therefore limited the rapamycin treatments to 2 h in all of our experiments to avoid indirect effects caused by cellular mortality. Using our conditional *pac1* mutant, we questioned the fate of RNAPI and II occupancy after Pac1 nuclear exclusion using both ChIP-qPCR and ChIP-seq assays. In the case of RNAPI, Pac1 robustly bound the rDNA repeats in the 3′ETS region downstream of the 25s rDNA (Figure 1C). This is consistent with previous findings showing that the 3′ETS stem-loop is a Pac1 target *in vivo* and *in vitro* (20,21). Because of this association, Pac1 activity at the 3′ETS was thought to be important for termination of RNAPI transcription. Surprisingly, nuclear exclusion of Pac1 did not significantly affect the distribution of the RNAPI subunit Rpa2 at the rDNA termination region (Supplementary Figure S1B), suggesting either that Pac1 activity is not required for RNAPI termination or that fail-safe mechanisms allow efficient RNAPI termination in the absence of Pac1 (see Discussion).

Besides the rDNA, the most enriched class of Pac1-bound genes were snRNA genes. Indeed, *snU1*, *snU2*, *snU4*, and *snU5* were strongly associated with Pac1, whereas the *snU6* gene (transcribed by RNAPIII) was not (Figure 1D, black dotted lines). Strikingly, RNAPII accumulation occurred downstream of the four Pac1-bound snRNA genes upon Pac1 nuclear exclusion (Figure 1D, compare red and blue profiles). Previous studies on Pac1 and its orthologs have identified minimal *in vitro* requirements for Pac1 substrates, including a dsRNA helix of at least 20-nt with potential internal bulges (20). We therefore analyzed the sequence downstream of mature snRNA units for the presence of RNA secondary structures that can represent putative Pac1 substrates. Notably, for all snRNA genes transcribed by RNAPII (*snU1*, *snU2*, *snU4*, and *snU5*), stable hairpin structures with stems of 23–32 nucleotides ending with small loops of 3–5 nucleotides were predicted directly downstream of the annotated mature snRNA units (Supplementary Figure S2A). Together with the observed RNAPII termination defects, the predicted RNA hairpin structures support that Pac1 promotes transcription termination of endogenous snRNA genes in fission yeast.

Pac1 also associated with a total of 15 snoRNA genes, but only snoRNA genes expressed from independent transcription units (*i.e*., no intronic snoRNAs nor polycistronic snoRNA clusters) (Supplementary Figure S2B). Although Pac1 was previously shown to function in transcription termination of the *snU32* snoRNA gene expressed from a plasmid-borne transgene (25), our data revealed that Pac1 nuclear exclusion did not result in widespread readthrough of RNAPII transcription at snoRNA genes (Figure 1E), with the notable exceptions of *snU3*, *snU32* and *snR88* (Figure 1E and F). Accordingly, stable RNA hairpin structures that can function as Pac1 substrates are also predicted downstream of the annotated 3′ end of *snU3* and *snU32* snoRNAs (Supplementary Figure S2A). While both C/D and H/ACA box snoRNA genes were bound by Pac1 (Supplementary Figure S2B), a difference between the two groups is that Pac1 nuclear exclusion specifically led to the accumulation of 5′-extended precursors of Pac1-bound C/D box snoRNAs (Supplementary Figure S3A). This accumulation was confirmed by Northern blot assays on three C/D box snoRNAs (*sno16*, *snoU14* and *snr79*), whereas a control H/ACA box snoRNA (*sno12*) was unaffected by Pac1 nuclear exclusion (Supplementary Figure S3B). Furthermore, stable hairpin structures were predicted either directly upstream or up to 50 nucleotides upstream of the annotated mature 5′ end of the C/D box snoRNAs that showed accumulation of 5′-extended precursors by Northern blotting (Supplementary Figure S3C). These observations are reminiscent of the role of the *S. cerevisiae* Pac1 ortholog Rnt1 in the co-transcriptional 5′-end processing and maturation of C/D box snoRNAs (6).

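RNA-seq of 2 control (CTL) and 2 Pac1-AA cultures, all treated with rapamycin for 2 h, gave the number of fragments counted on each annotated snoRNA gene. Of the 5 Pac1-bound genes drawn as C/D box snoRNAs in Supplementary Figure S3A, 4 passed the filter on low counts, and all 4 were higher in Pac1-AA. For snr79 (SPSNORNA.54, chromosome I, 2705950 to 2706037), the log2 fold change was 4.08 (standard error 0.072, adjusted p = 9.51e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its normalized count was 258 ± 10.9 CPM (counts scaled to the library total times its TMM factor; SD, n = 2) in Pac1-AA and 15.6 ± 2.56 (SD, n = 2) in CTL. The log2 fold change of snR88 (SPSNORNA.53, chromosome I, 1316808 to 1316891) was 4.23, that of snoU14 (SPSNORNA.21) 2.52 and that of snoR02 (SPSNORNA.12) 1.66. The fifth, sno16 (SPSNORNA.33), is drawn in the panel, although the legend lists it as not presented. It had 0 counts in the 4 libraries. Its annotation lies entirely within the lncRNA SPBC3B8.03-antisense-1 on the same strand, and the counting left out fragments that fell on more than 1 gene. Of the Pac1-bound snoRNAs not drawn in the panel, snu3 and snu32 did not rise in Pac1-AA, with log2 fold changes of -0.20 and -0.16. The log2 fold change of snoR61, not drawn either, was 1.39. Among the Pac1-bound H/ACA box snoRNAs, sno20 (SPSNORNA.34) had a log2 fold change of -0.0033 (standard error 0.18, adjusted p = 0.993 from the same test) and sno12 (SPSNORNA.32) of -0.41 (standard error 0.054, adjusted p = 0.000546). The H/ACA box genes snR30, snR3, snR90 and snR10 together had 1 count in the 4 libraries and were not tested. A count covers the whole annotated gene, so it does not separate a mature snoRNA from an extended precursor. Fragments that lie wholly upstream of the annotated 5′ end are not counted on the gene, whereas fragments that span this end can be.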

Collectively, our data reveal that Pac1 is recruited to an extensive set of coding and non-coding RNA genes with a key role in transcription termination at snRNA and selected snoRNA genes.

### Pac1 triggers premature transcription termination at protein-coding genes

Having validated our approach to identify transcripts cleaved by Pac1 on expected Pac1 targets, we next sought to explore the relevance of Pac1 association with the 150 putative new targets in the protein-coding and lncRNA genes categories (Figure 1A and Supplementary Table S1), in particular regarding RNAPII termination. While most Pac1-bound mRNA and lncRNA genes showed only minor differences in RNAPII occupancy after Pac1 nuclear exclusion, important changes were observed for two protein-coding genes: *mfs2* and *SPBC530.02* (Figure 2A and B). *mfs2* and *SPBC530.02* are paralogous genes and share 66% identity across their full-length ORF. They are predicted to encode for proteins composed of eleven transmembrane domains typical of the major facilitator superfamily (*mfs*) of transporters (27).

**Figure 2.**
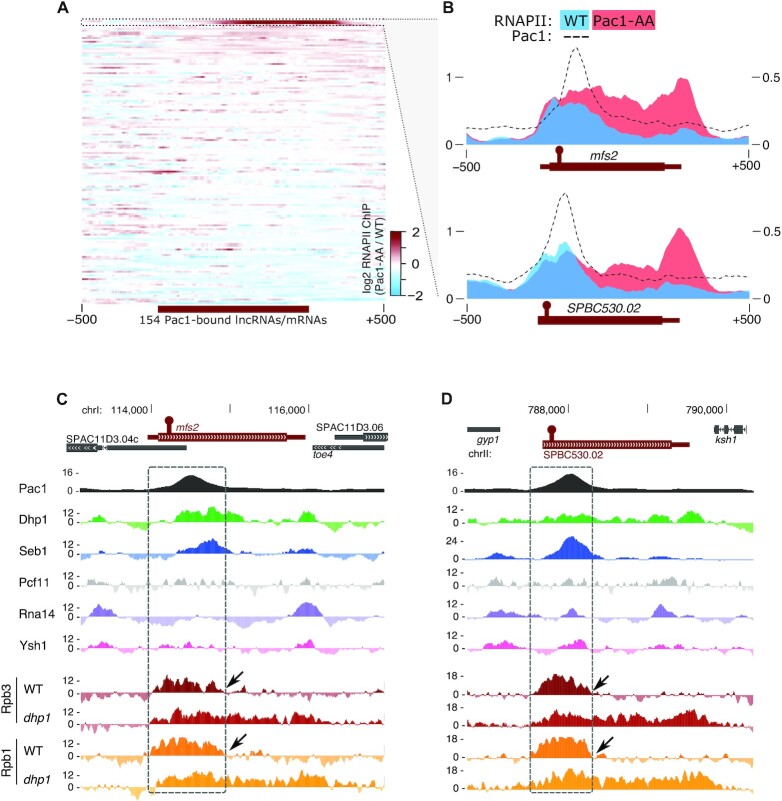
Pac1 triggers premature transcription termination at protein-coding genes. (**A**) Heatmap of the log2 ratio between the normalized RNAPII ChIP-seq read coverage over Pac1-bound mRNA/lncRNA genes in the Pac1 anchor-away strain versus a control strain 2h after rapamycin treatment. (**B**) Normalized RNAPII ChIP-seq read coverage (right axis) over the *mfs2* and *SPBC530.02* genes in the Pac1 anchor-away (Pac1-AA, in red) or control strain (blue) 2h after rapamycin treatment and for Pac1-TAP (left axis, dotted black line). The coverage is expressed in thousands reads mapped and averaged over two biological replicates. (**C**, **D**) Pac1 ChIP-seq coverage (expressed in thousands reads mapped and averaged over two biological replicates) and normalized ChIP-seq read coverage for the indicated termination factors and for RNAPII (Rpb1 and Rpb3 subunits) in wild-type cells and after Dhp1 depletion in a strain where *dhp1* is under the control of the thiamine-sensitive *nmt81* promoter over the *mfs2* (C) and *SPBC530.02* (D) genes.

The RNAPII profiles at *mfs2* and *SPBC530.02* were similarly affected by Pac1 nuclear exclusion: in the control strain, we observed a sharp decline in RNAPII occupancy inside the gene body, directly downstream of the Pac1-bound region located in the first half of the genes (Figure 2B, blue profile). In contrast, Pac1 nuclear exclusion resulted in extended RNAPII occupancy throughout the entire ORFs (Figure 2B, red profile). Such differences in RNAPII profiles are suggestive of Pac1-dependent premature termination. Accordingly, the termination-associated Rpb1 CTD marks, Ser2 and Tyr1 phosphorylation (28), accumulated specifically at the putative premature transcription termination sites, whereas the CTD Ser5 and Ser7 phosphorylation marks were distributed throughout the 5′ half of the gene (Supplementary Figure S4A). The sites of premature termination were also bound by the termination factor Seb1 (Figure 2C-D), although Seb1 might not be critical for premature termination at *mfs2* and *SPBC530.02* genes as the RNAPII distribution remained unaffected after Seb1 depletion (Supplementary Figure S4B).

Transcription termination by the torpedo model typically occurs following CPF recruitment to the nascent transcript, which triggers CPF-dependent cleavage followed by RNAPII disengagement from chromatin by the 5′-3′ exonuclease complex (10,29). In the case of the putative premature termination occurring at *mfs2* and *SPBC530.02* genes, we hypothesized that Pac1-dependent cleavage substitutes for canonical CPF cleavage to trigger torpedo-dependent termination. In support for this model, we used previously published ChIP-seq datasets (28,30) to show that CPF components Ysh1, Rna14, and Pcf11 were poorly associated with the premature termination sites of *mfs2* and *SPBC530.02*, in contrast to the torpedo nuclease Dhp1 (Figure 2C and D). In addition, RNAPII accumulated in the second half of the *mfs2* and *SPBC530.02* genes in Dhp1-deficient cells (Figure 2C and D), a result similar to what was observed upon Pac1 cytoplasmic sequestration (Figure 2B). In contrast, nuclear exclusion of the Ysh1 CPF endonuclease did not increase RNAPII occupancy across the coding region (Supplementary Figure S4B). Taken together, our data indicate that Pac1 promotes premature transcription termination at specific protein-coding genes.

### Pac1-dependent co-transcriptional cleavage restricts gene expression

Our results support a model in which co-transcriptional cleavage of *mfs2* and *SPBC530.02* nascent transcripts by Pac1 creates an entry point for the 5′-3′ exonuclease Dhp1 complex, leading to premature RNAPII termination. This model predicts that *mfs2* and *SPBC530.02* expression should be repressed in wild-type cells, as such a CPF-independent endonucleolytic cleavage is not expected to support 3′ end polyadenylation of the nascent transcript. 

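In the RNA-seq experiment with the Pac1-AA strain, 2 CTL and 2 Pac1-AA cultures were grown at 30°C with 2.5 µg/ml rapamycin for 2 h. The rRNA-depleted libraries were sequenced in paired-end with reads of 50 nt. The authors trimmed the reads, keeping those of at least 36 nt, mapped them on the S. pombe genome ASM294v2 with HISAT2, and counted the fragments on the sense strand of each gene with featureCounts. The deposited counts are not normalized, and they cover 7049 genes. The CTL libraries held 19877576 and 33426243 fragments counted on genes, and the Pac1-AA libraries 50263361 and 53258725. Across genes, the log2 counts of replicates had a Pearson's r of 0.999 in CTL and 0.999 in Pac1-AA, where genes are not independent replicates. From these counts, the 6328 genes that passed edgeR's filter on low counts were scaled with its TMM factors and compared with its quasi-likelihood test, with strain as the only term, as in the paper's model for DESeq2. A gene was called at an absolute log2 fold change above 1 and an adjusted p below 0.01, the thresholds of the Figure 3 legend. The biological coefficient of variation between replicates was 0.030. The pac1 transcript itself (SPBC119.11c), whose protein rather than RNA is targeted in this strain, had a normalized count of 97.0 and 94.2 CPM in CTL and of 157 and 154 in Pac1-AA.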

To explore this possibility, we performed RNA-seq using the conditional Pac1-anchor away strain. 

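The gene mfs2 (SPAC11D3.05) lies on chromosome I of ASM294v2 from 113950 to 115962, and its paralog SPBC530.02 on chromosome II from 787678 to 789529, both on the forward strand. In CTL cells, mfs2 had 12.8 ± 0.732 FPKM (SD, n = 2), computed with the annotated gene length and the fragments counted on genes, and SPBC530.02 had 8.44 ± 0.0839 FPKM (SD, n = 2). The median protein-coding gene with a count had 37.4 and 37.0 FPKM in the same CTL libraries. In them, mfs2 stood at percentiles 13.9 and 12.7 of these genes and SPBC530.02 at percentiles 9.07 and 9.19. In Pac1-AA, mfs2 reached 211 ± 0.766 FPKM (SD, n = 2) and SPBC530.02 reached 314 ± 1.63 FPKM (SD, n = 2). The number of fragments counted on mfs2 was 532 and 825 in CTL and 21343 and 22731 in Pac1-AA. In normalized CPM, mfs2 went from 26.7 ± 1.46 (SD, n = 2) to 410.4 ± 0.31 (SD, n = 2), a log2 fold change of 3.95 (standard error 0.039, adjusted p = 1.12e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The normalized count of SPBC530.02 went from 16.2 ± 0.119 (SD, n = 2) to 559.8 ± 4.52 (SD, n = 2), a log2 fold change of 5.11 (standard error 0.037, adjusted p = 1.41e-12 from the same test). With each library left out in turn, the log2 fold change ranged from 3.89 to 4.00 for mfs2 and from 5.10 to 5.12 for SPBC530.02. The alternative that moved them most was scaling by library totals alone, which gave 4.06 and 5.22. The longest stretch identical between the paralogs is 20 nt, shorter than any read kept, so that no read lies within a sequence shared by both genes.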

As predicted, we found that *mfs2* and *SPBC530.02* were mostly repressed in control cells (∼10 FPKM in our RNA-seq experiments, <1 RNA copy by cell (31)), but strongly upregulated after Pac1 nuclear exclusion (Figure 3A and Supplementary Figure S5A).

**Figure 3.**
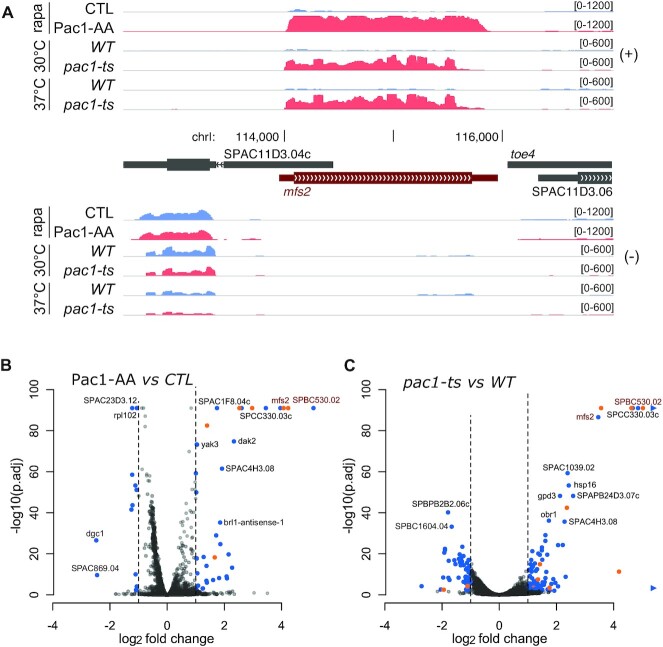
Pac1-dependent co-transcriptional cleavage prevents gene expression. (**A**) Normalized RNA-seq read coverage averaged over two replicates centered on the *mfs2* gene in control (CTL) strains or upon rapamycin-dependent Pac1 nuclear depletion (Pac1-AA) or Pac1 inactivation in a thermosensitive mutant (*pac1-ts*) grown at the semi-restrictive temperature of 30°C or shifted two hours at the restrictive temperature of 37°C. The expression of the annotated long 5′UTR of *SPAC11D3.04c* overlapping *mfs2* on its opposite strand was not detected in our assays. (**B**, **C**) Volcano plot of the log2 fold-change and statistical significance (-log10 of the false discovery rate (FDR)-adjusted *p-value*) of the Pac1-AA strain (B) and the *pac1-ts* mutant (C). Significantly differentially-expressed genes (absolute log2 fold-change >1 and –log_10_ of FDR > 2) are highlighted in blue for protein-coding genes and long non-coding RNA genes, and in orange for snRNA and snoRNA genes. To ease viewing, genes with values beyond axes limits are represented by arrowheads.

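The gene SPAC11D3.04c is annotated on the reverse strand of chromosome I from 112514 to 114445, and so overlaps the first part of mfs2, which starts at 113950. Its count was 1420 and 2310 fragments in the CTL libraries and 4037 and 4086 in the Pac1-AA libraries. Normalized, these were 72.9 ± 1.52 CPM (SD, n = 2) in CTL and 75.7 ± 2.67 (SD, n = 2) in Pac1-AA. The log2 fold change of 0.057 (standard error 0.038) was not larger than the spread between replicates (adjusted p = 0.316 from edgeR's quasi-likelihood test). The counting was by strand, so fragments of mfs2 were not counted on SPAC11D3.04c. The count is the sum over both annotated exons of SPAC11D3.04c, and the coverage of its 5′UTR alone cannot be read from it.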

Although the Pac1 anchor-away strain allowed for rapid conditional nuclear exclusion (Figure 1B), it does not preclude the relocalized protein from having an activity in the cytoplasm. To confirm that increased expression of *mfs2* and *SPBC530.02* is caused by the loss of Pac1 activity in the nucleus and not as a consequence of Pac1 activity in the cytoplasm, we took advantage of a previously described thermosensitive *pac1* allele called *snm1-1* (22). As the original *snm1-1* mutant strain is no longer available, we recreated the G1024A single nucleotide mutation of *snm1-1* using CRISPR/Cas9 genome editing, which substitutes the alanine at position 342 for a threonine in the dsRNA-binding domain of Pac1. This strain, that we now refer to as *pac1-ts*, shows the expected thermosensitive phenotype, with a mild growth defect at 26°C and 30°C, and loss of growth at 37°C (Supplementary Figure S5B). 

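In the pac1-ts experiment, 2 independent clones and their wild-type (WT) parent were each sequenced at 30°C and after 2 h at 37°C, so that WT has 1 library per temperature and no replicate check of its own. Fragments counted on genes numbered 17743083 in WT and 17255981 and 16869164 in the clones at 30°C, and 16423762 in WT and 17417046 and 15997568 in the clones at 37°C. These libraries came from another kit (Zymo-Seq RiboFree) than the Pac1-AA libraries, and between 11.3% and 17.6% of their counts fell on rRNA genes, against at most 0.367% in the anchor-away libraries. All 6 libraries entered one model with strain, temperature and their interaction, the form given in the paper's methods, on 6728 genes. The spread comes from the clones and amounts to a biological coefficient of variation of 0.079. The mutated gene, pac1, had 248 normalized CPM in WT and 124 and 121 in the clones at 30°C, and 69.0 in WT and 85.8 and 77.2 in the clones at 37°C. A point mutation cannot be seen in gene-level counts. At 30°C, mfs2 had 19.4 normalized CPM in WT (n = 1) and 218 ± 23.7 (SD, n = 2) in pac1-ts, a log2 fold change of 3.49 (standard error 0.16, adjusted p = 2.07e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SPBC530.02 had 22.3 (n = 1) in WT and 655 ± 42.3 (SD, n = 2) in pac1-ts, a log2 fold change of 4.88 (standard error 0.13, adjusted p = 1.75e-09 from the same test). With each pac1-ts library left out in turn, the log2 fold changes stayed between 3.37 and 3.59 for mfs2 and between 4.81 and 4.94 for SPBC530.02. A model without the interaction moved SPBC530.02 most, to 4.17.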

RNA-seq analysis of two independent *pac1-ts* clones and a wild-type parental control strain revealed an increase of *mfs2* and *SPBC530.02* mRNA expression in the *pac1-ts* mutant, similarly as in the Pac1 anchor-away strain, confirming that loss of Pac1 nuclear function is the cause of the observed gene expression changes (Figure 3A and Supplementary Figure S5A). 

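From the rise of mfs2 and SPBC530.02 in this mutant, as in the anchor-away strain, the paper concludes that the loss of Pac1 function in the nucleus causes the change in expression. At 37°C, mfs2 had 27.8 normalized CPM in WT (n = 1) and 263 ± 27.9 (SD, n = 2) in pac1-ts, a log2 fold change of 3.24 (standard error 0.16, adjusted p = 1.76e-07 from edgeR's quasi-likelihood test). SPBC530.02 had 22.1 (n = 1) in WT and 259 ± 2.98 (SD, n = 2) in pac1-ts, a log2 fold change of 3.55 (standard error 0.12, adjusted p = 1.29e-08 from the same test). The difference between the effects at 37°C and at 30°C was tested as the interaction of strain and temperature. For mfs2 it was -0.24 (standard error 0.20, adjusted p = 0.657 from the quasi-likelihood test), with a range from -0.42 to -0.13 when each pac1-ts library was left out in turn. For SPBC530.02 it was -1.33 (standard error 0.15, adjusted p = 0.00103), with a range from -1.40 to -1.26. Libraries of the same clone at both temperatures deviated together from their group means, with a correlation of 0.52 across genes. With the clone as a replicate block, the interaction was -0.24 for mfs2 (adjusted p = 0.262 from edgeR's quasi-likelihood test) and -1.33 for SPBC530.02 (adjusted p = 1.40e-06). In the same fit, the log2 fold changes at 30°C were 3.48 and 4.88.

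**Figure D1:**
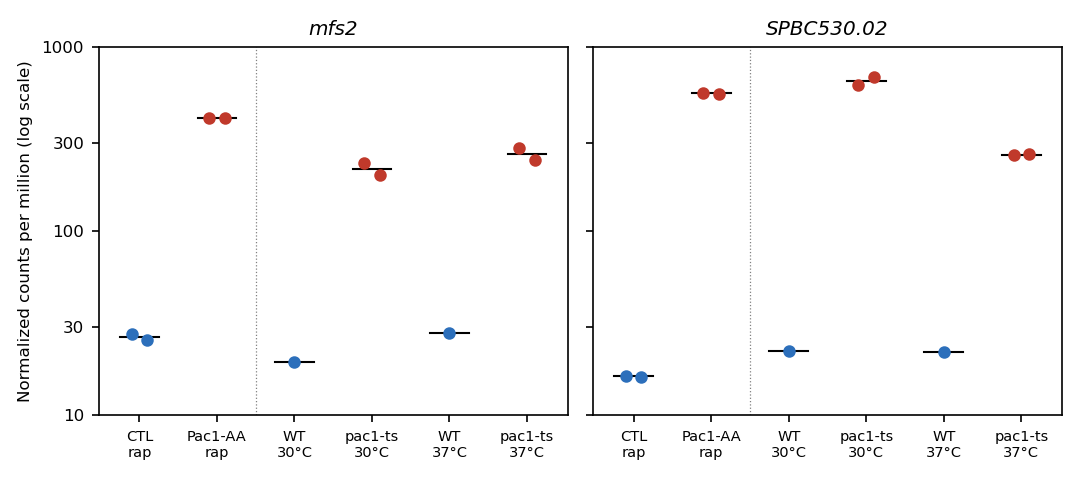
Normalized CPM (log scale) of mfs2 and SPBC530.02 in each library of the anchor-away experiment (rapamycin, left of the dotted line) and of the pac1-ts experiment. Points are libraries, in blue for CTL or WT and in red for the mutant, and bars are group means. WT has 1 library per temperature, and the other groups have 2. The pac1-ts clones sit at 625 and 685 for SPBC530.02 at 30°C and at 257 and 262 at 37°C.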

Intriguingly, the *pac1-ts* mutation had the same effect on *mfs2* and *SPBC530.02* expression at the semi-restrictive temperature of 30°C than after a 2 h shift at the lethal temperature of 37°C.

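Between Pac1-AA and CTL cells, 39 genes were called higher and 14 lower. Between pac1-ts and WT cells, 109 genes were higher and 53 lower at 30°C, and 152 higher and 40 lower at 37°C. The number of genes tested was 6328 in the first comparison and 6728 in the others. Libraries of the same clone deviate together, and with the clone as a replicate block the numbers in pac1-ts were 186 higher and 60 lower at 30°C and 203 higher and 43 lower at 37°C. That block takes the spread between clones out of the error, so its strain tests measure the spread within clones only. The median absolute log2 fold change over all tested genes was 0.083 in Pac1-AA, 0.24 in pac1-ts at 30°C and 0.24 in pac1-ts at 37°C. At any fold change, 760 genes in Pac1-AA had an adjusted p below 0.01, against 668 and 813 in pac1-ts at 30°C and 37°C. Without the log2 threshold, more genes were lower than higher in each comparison, with 288 higher and 472 lower in Pac1-AA, 244 and 424 in pac1-ts at 30°C, and 390 and 423 at 37°C. Across the 6318 genes tested in both experiments, the log2 fold changes of Pac1-AA had a Pearson's r of 0.497 with those of pac1-ts at 30°C and of 0.445 with those at 37°C. The 2 pac1-ts comparisons, which share a model, had an r of 0.693 with each other. These correlations are across genes, which are not independent replicates. The experiments also differ in depth and in library kit. With the anchor-away libraries thinned to the smallest of their totals, an alternative chosen after the data were seen, 44 genes were higher and 16 lower in Pac1-AA, and 695 had an adjusted p below 0.01 at any fold change. The part of the kit was not tested. In proportion, the number of higher genes that moved most under another scaling was that in Pac1-AA, at 69 with library totals alone.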

A global analysis of gene expression changes in the Pac1-AA strain and the *pac1-ts* mutant showed that, in general, nuclear exclusion of Pac1 in the Pac1-AA strain (Figure 3B) had less impact on gene expression than in the *pac1-ts* mutant, regardless of temperatures (Figure 3C). 

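At the same thresholds in both experiments, 2 genes were lower in Pac1-AA and in pac1-ts at 30°C, both of them protein-coding. SPAC27D7.11c, which is also a Pac1-bound gene in Supplementary Table S1, had a log2 fold change of -1.26 (standard error 0.051, adjusted p = 3.69e-07 from edgeR's quasi-likelihood test) in Pac1-AA and of -1.94 (standard error 0.16, adjusted p = 1.44e-05) in pac1-ts. SPCC1235.18 had a log2 fold change of -1.08 (standard error 0.17, adjusted p = 0.00165) in Pac1-AA and of -1.15 (standard error 0.11, adjusted p = 7.19e-05) in pac1-ts. Its call in Pac1-AA rests on few counts, 61 and 91 in CTL and 67 and 84 in the deeper Pac1-AA libraries. Normalized, these were 3.00 CPM on average in CTL and 1.40 in Pac1-AA. The RNase P component rrk1 is annotated on chromosome III from 989942 to 990834, on the reverse strand. Its normalized count fell from 2659 ± 154 CPM (SD, n = 2) in CTL to 1444 ± 81.2 (SD, n = 2) in Pac1-AA, a log2 fold change of -0.88 (standard error 0.051, adjusted p = 2.66e-06), short of the log2 threshold of 1. In pac1-ts at 30°C it was 146 ± 30.4 (SD, n = 2) against 320.0 in WT (n = 1), a log2 fold change of -1.13 (standard error 0.16, adjusted p = 0.000611). At 37°C the log2 fold change was -0.26 (standard error 0.16, adjusted p = 0.260 from the same test). With the clone as a replicate block it was -0.26 as well, with an adjusted p of 0.00657 from edgeR's quasi-likelihood test. That test leaves out the spread between clones. The size of the fold change was short of the log2 threshold in either fit. In the fit with strain and temperature without their interaction, rrk1 fell short of the thresholds in pac1-ts as well, at -0.71. With each library left out in turn, its log2 fold change ranged from -0.94 to -0.82 in Pac1-AA and from -1.36 to -0.93 in pac1-ts at 30°C, where it was short of 1 in size without the 30°C library of clone 2.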

In total, 17 genes were downregulated in both the Pac1-AA and *pac1-ts* strains (Supplementary Table S2), including the Pac1-bound RNA component of the RNase P complex, *rrk1*. We also found 49 upregulated genes common to both *pac1* mutants (Supplementary Table S2), including 5 Pac1-bound C/D box snoRNAs whose 5′-extended precursors accumulated upon Pac1 nuclear exclusion (Supplementary Figure S3), 15 lncRNAs (13 of which are antisense lncRNAs), and 28 protein-coding genes. 

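With the thresholds of the Figure 3 legend applied to both experiments, 24 genes were higher in Pac1-AA and in pac1-ts at 30°C. They comprise 5 snoRNA genes, 1 snRNA gene, 9 lncRNA genes and 9 protein-coding genes. The snoRNA genes are snr79, snR88, snoU14, snoR02 and snoR61, all 5 of them Pac1-bound in Supplementary Table S1. In pac1-ts at 30°C their log2 fold changes were 4.64, 4.20, 2.39, 1.38 and 3.58. The snRNA gene is snu5, with log2 fold changes of 2.98 (standard error 0.070, adjusted p = 7.43e-09 from edgeR's quasi-likelihood test) in Pac1-AA and 5.05 (standard error 0.21, adjusted p = 1.20e-07) in pac1-ts. Of the 9 lncRNAs, 7 overlap a protein-coding gene on the opposite strand. Apart from mfs2 and SPBC530.02, the protein-coding genes had log2 fold changes in Pac1-AA from 1.01 to 3.44, the largest of them for SPCC330.03c. The overlap of Pac1-AA with pac1-ts at 37°C held 22 genes, and 20 genes were higher in all 3 comparisons. With the log2 threshold applied in 1 of the mutants and the adjusted p in both, 52 genes were higher in both, the largest change among the alternatives that keep a log2 threshold of 1.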

Among them, only *mfs2* and *SPBC530.02* were found co-transcriptionally associated with Pac1, as determined by Pac1-TAP ChIP-seq analysis. In addition, these two paralogs were the most highly overexpressed genes, highlighting the importance and specificity of Pac1-dependent gene repression (Figure 3B-C).

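Supplementary Table S1 lists 167 Pac1-bound genes, of which 148 passed the filter on low counts in both experiments. The Figure 1 legend gives a larger number of genes, so any Pac1-bound gene absent from the list is counted among the others here. Of the 24 genes higher in both mutants, 9 are on that list, 2 of them protein-coding. These 2 are mfs2 and SPBC530.02. The other 7 are the 5 snoRNA genes, snu5 and the lncRNA SPBC3B8.03-antisense-1, which overlaps sno16. Among the genes tested in both experiments, 9 of 148 Pac1-bound genes and 15 of 6170 others were higher in both (odds ratio 26.6, p = 1.61e-09, two-sided Fisher's exact test). Within protein-coding genes and lncRNAs, the numbers were 3 of 129 and 15 of 6049 (odds ratio 9.58, p = 0.00577, two-sided Fisher's exact test), and within protein-coding genes 2 of 93 and 7 of 4909 (odds ratio 15.4, exact p = 0.0113). For Pac1-AA alone, 9 of 148 Pac1-bound genes and 30 of 6170 others were higher (odds ratio 13.2, exact p = 1.94e-07). Within protein-coding genes and lncRNAs the odds ratio for Pac1-AA was 4.78 (exact p = 0.0308), and within protein-coding genes 5.97 (exact p = 0.0523). In the family of 28 such tests, the Benjamini-Hochberg adjusted p-values were 4.52e-08, 0.0162 and 0.0288 for both mutants and 1.36e-06, 0.0492 and 0.0666 for Pac1-AA, in the order given. For genes higher in pac1-ts, the odds ratio was 6.68 at 30°C (exact p = 1.92e-07, adjusted 1.36e-06) and 6.54 at 37°C (exact p = 5.90e-09, adjusted 8.26e-08). Within protein-coding genes it was 3.00 at 30°C (exact p = 0.0888, adjusted 0.104) and 3.93 at 37°C (exact p = 0.0124, adjusted 0.029). Pac1-bound genes were also more frequent among the genes lower in Pac1-AA, with 2 of 148 against 12 of 6170 (odds ratio 7.03, exact p = 0.0413, adjusted 0.0578). The odds ratio there was 7.92 within protein-coding genes and lncRNAs (exact p = 0.0334, adjusted 0.0492) and 8.97 within protein-coding genes (exact p = 0.0269, adjusted 0.0471). All these tests treat genes as independent, although some Pac1-bound genes share a ChIP locus, and the other genes were not matched on expression.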

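Ranked by log2 fold change among the 39 genes higher in Pac1-AA, SPBC530.02 came 1st, snR88 2nd, snr79 3rd and mfs2 4th, so that the paralogs ranked 1st and 2nd among the 20 protein-coding genes. In pac1-ts at 30°C, the lncRNA SPBC3B8.03-antisense-1 and snu5 preceded SPBC530.02, which ranked 3rd of 109 genes and 1st of 57 protein-coding genes. SPCC330.03c followed at rank 4, with a log2 fold change of 4.69 (standard error 0.12, adjusted p = 1.75e-09 from edgeR's quasi-likelihood test), and mfs2 ranked 8th of all genes and 3rd of the protein-coding genes. In pac1-ts at 37°C, SPBC530.02 ranked 9th and mfs2 11th of 152 genes, and 2nd and 4th of 77 protein-coding genes. The paper presents the association of Pac1 with the paralogs and their rank among the overexpressed genes as pointing to the importance and specificity of repression by Pac1.

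**Figure D2:**
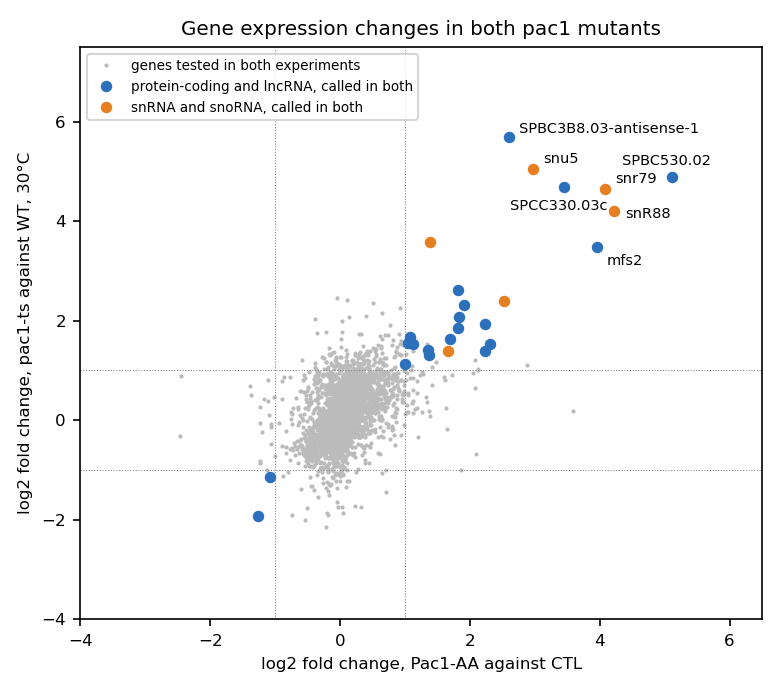
Log2 fold change in pac1-ts against WT at 30°C (vertical axis) and in Pac1-AA against CTL (horizontal axis) for the 6318 genes tested in both experiments (grey points). Coloured points are the 26 genes past the thresholds in the same direction in both, in blue for protein-coding genes and lncRNAs and in orange for snRNA and snoRNA genes. Dotted lines mark log2 fold changes of -1 and 1. Among the coloured points, SPBC530.02 is farthest to the right and SPBC3B8.03-antisense-1 the highest, and the marker gene ura4, with counts in 1 of the clones, lies above the upper end of the vertical axis and is not visible.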

### A stem-loop structure in the nascent *mfs2* transcript is required for Pac1-dependent gene regulation

Our data indicate that Pac1 nuclear activity promotes premature transcription termination of *mfs2* and its paralog, resulting in robust repression of their expression. Specifically, the association of Pac1 with *mfs2* demonstrated by ChIP assays (Figure 2) supports that Pac1 acts directly on nascent transcripts. To clarify the mechanism underlying Pac1 recruitment at *mfs2* and *SPBC530.02*, we aimed to identity *cis*-acting elements in the *mfs2* and *SPBC530.02* transcripts that would trigger Pac1 endonucleolytic activity.

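In the reference ASM294v3, the segment drawn for mfs2 in Figure 4A was located from its numbering along the gene as annotated in the authors' files, which gives chromosome I from 114181 to 114272. The positions of gene ends shared by both annotations show no shift between the builds: 99.4% of the genes of chromosome I and 99.2% of those of chromosome II have the same start or end in the authors' files as in ASM294v3. The segment lies within the coding sequence, which runs from 114080 to 115720. Its sequence is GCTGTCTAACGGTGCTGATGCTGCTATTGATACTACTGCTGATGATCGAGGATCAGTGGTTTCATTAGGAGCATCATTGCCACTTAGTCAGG, 92 nt with a GC content of 46.7%. RNAfold (ViennaRNA 2.7.2) folded it into a hairpin of 33 base pairs closed by a loop of 8 nt, with a minimum free energy of -37.5 kcal/mol. The segment of SPBC530.02 lies on chromosome II from 787773 to 787863, within the coding sequence from 787678 to 789303. Its sequence is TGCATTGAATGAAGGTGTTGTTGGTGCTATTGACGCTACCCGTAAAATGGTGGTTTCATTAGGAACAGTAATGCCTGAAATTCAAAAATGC, 91 nt with a GC content of 39.6%. It folded into a hairpin of 33 base pairs closed by a loop of 8 nt, with a minimum free energy of -30.8 kcal/mol. Both folds were computed from the segments alone, and no RNA of the experiments was probed for structure here.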

We therefore scanned the *mfs2* sequence for secondary structures and found that a 37-nt stem-loop, conserved in the *SPBC530.02* paralog, can form at the beginning of the ORF in both RNAs (Figure 4A). *In vitro* cleavage assays using recombinant protein revealed that Pac1 can recognize and cleave the stem-loop structure found in the *mfs2* transcript (Supplementary Figure S6A). Next, we used CRISPR/Cas9 to introduce eight conservative point mutations that are predicted to disrupt the RNA secondary structure without affecting *mfs2* coding potential (Supplementary Figure S6B). We called the resulting strain ‘*mfs2 stemdead*’. Notably, the *mfs2 stemdead* mutant recapitulated the derepression of *mfs2* observed in *pac1* mutants: compared to the wild-type, RNAPII levels were increased in the 3′ half of *mfs2* (Figure 4B, see regions 3–4) and *mfs2* expression was increased by 15-fold (Figure 4C). Importantly, Pac1 association with *mfs2* was lost in the *stemdead* mutant (Figure 4D). Taken together, these results indicate that the repressive action of Pac1 on *mfs2* expression is directed by the stem-loop structure in the nascent RNA.

**Figure 4.**
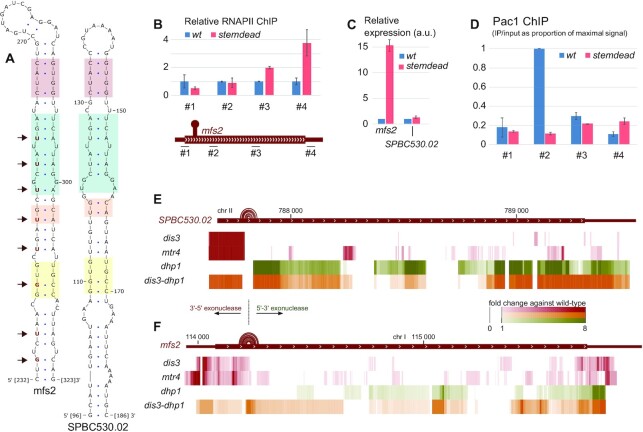
A stem-loop structure in the *mfs2* nascent transcript is a Pac1 substrate. (**A**) Predicted RNA secondary structure at the beginning of *mfs2* and *SPBC530.02* open reading frame. The nucleotides mutated in the *mfs2 stemdead* mutant are shown in red and indicated by arrows. Colored blocks highlight regions of high structural and sequence similarity between the two paralog genes. The nucleotide positions are numbered relative to the beginning of the genes. (**B**) *Top*, ChIP-qPCR analysis of RNAPII relative occupancy (8WG16 antibody) across the *mfs2* gene in wild-type and *mfs2 stemdead* mutant. *n* = 3 biological replicates. *Bottom*, schematic of the *mfs2* gene with bars showing the positions of PCR products analyzed. (**C**) Relative gene expression analysis determined by RT-qPCR in the *mfs2 stemdead* mutant normalized to the *nda2* housekeeping gene and expressed relative to the wild-type control strain. The expression of full-length *mfs2* was measured using amplicon #3 (as in figure 4.B). a.u.: arbitrary units. *n* = 3 biological replicates. (**D**) ChIP-qPCR analysis of Pac1-TAP occupancy at the *mfs2* gene in wild-type and *mfs2 stemdead* mutant. The amplicon numbers refer to the same regions as in (B). *n* = 3 biological replicates. (**E**, **F**) Heatmap of the fold-change of the normalized RNA-seq coverage upon thiamine-dependent depletion of the 3′-5′ exonuclease Dis3 (in red), of its cofactor Mtr4 (in red), of the 5′-3′ exonuclease Dhp1 (in green), or of the double Dis3/Dhp1 depletion (in orange) relative to their appropriate wild-type strain on the *SPBC530.02* (E) and *mfs2* (F) genes. Hairpin RNA secondary structures are represented by arcs connecting base pairs on top of the gene annotation.

Pac1-mediated endonucleolytic cleavage of nascent RNA transcripts is expected to create entry points for 3′-5′ and 5′-3′ exonuclease complexes. To further support the idea that the identified structures within *mfs2* and *SPBC530.02* are subject to endonucleolytic cleavage by Pac1, we questioned the fate of the transcriptomic regions upstream and downstream of the predicted stem-loop structure. Using RNA-seq data from a *dis3* conditional mutant of the 3′-5′ RNA exosome exonuclease complex as well as from a *mtr4* conditional mutant of the exosome cofactor complex TRAMP (32), we observed stabilization of the region upstream of the predicted stem-loop structures (Figure 4E and F). Conversely, the downstream region was stabilized after depletion of the 5′-3′ exonuclease Dhp1 (Figure 4E and F), and both the upstream and downstream regions were stabilized in a double depletion of Dis3 and Dhp1 (Figure 4E and F). 

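In the exonuclease experiment, a WT culture and cultures in which dis3, dhp1 or both stand under the thiamine-repressible promoter nmt81 were grown with 60 µM thiamine for 12 to 15 h, with 1 library each. Differences between these libraries thus have no replicate check, and no p-value is given. The libraries held 6836270 (WT), 9470347 (labelled dis3), 7353926 (labelled dhp1) and 8395903 (labelled for both) fragments counted on genes. The authors made these counts as in the other experiments. Ratios to WT were computed here from counts scaled with TMM factors after adding 0.5 count, over 6340 genes, with 95% binomial (Clopper-Pearson) confidence intervals that cover counting error only. The targeted transcripts were examined first. The dis3 transcript had a log2 ratio to WT of -0.35 in the library labelled dis3, -0.87 in the library labelled dhp1 and 0.24 in the library labelled for both. The dhp1 transcript had a log2 ratio of 1.09, -0.71 and 0.99 in the same libraries. Neither transcript was thus lower than in WT in the library labelled for both, and dis3 was lowest in the library labelled dhp1. The depletion strains express the targeted genes from another promoter, so these values cannot tell whether the labels are right. The libraries are therefore named by their labels here. In the library labelled dis3, SPBC530.02 had 1325 counts against 62 in WT, a log2 ratio of 3.99 (3.63 to 4.39), at percentile 96.1 of the genes. For mfs2 the counts were 407 against 259 in WT, a log2 ratio of 0.23 (0.0054 to 0.46), at percentile 56.8. In that library 1597 genes were more than 2-fold higher than in WT and 1250 more than 2-fold lower. A gene-level count sums the regions upstream and downstream of the stem-loop and cannot tell them apart. The mtr4 library comes from another study and is not used here.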

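In the library labelled dhp1, SPBC530.02 had 406 counts, a log2 ratio to WT of 2.23 (95% confidence interval 1.85 to 2.65), at percentile 93.0 of the genes. For mfs2, with 321 counts, the log2 ratio was -0.16 (-0.40 to 0.081), at percentile 40.7, so that no difference from WT was detectable at this depth. This ratio changed sign with the scaling and was 0.20 with library totals alone. In the library labelled for both exonucleases, SPBC530.02 had 829 counts, a log2 ratio of 3.54 (3.18 to 3.94), and mfs2 a log2 ratio of 1.28 (1.08 to 1.5). Across genes, the log2 ratios of that library had a Pearson's r of 0.929 with those of the library labelled dis3 and of 0.672 with those of the library labelled dhp1. Genes are not independent replicates, and all 3 sets of ratios share the WT library. These are values of whole genes, and so do not show on which side of the stem-loop the counts changed. The paper offers the stabilization on either side of the stem-loop (Figure 4E and F) as additional evidence that the structures are cleaved by Pac1.

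**Figure D3:**
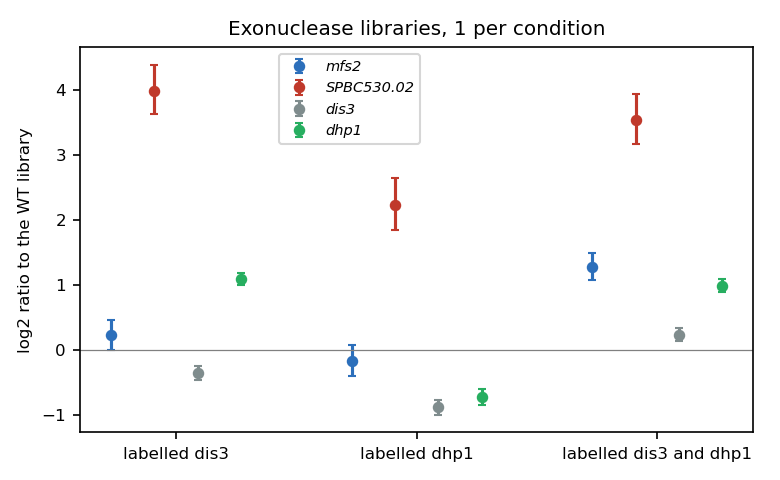
Log2 ratio of normalized counts to the WT library for mfs2, SPBC530.02, dis3 and dhp1 in the 3 libraries labelled as exonuclease depletions, with 1 library per condition. Error bars are 95% confidence intervals from counting error only. SPBC530.02 lies above 0 in all 3 libraries, whereas mfs2 lies clearly above 0 only in the library labelled for both, at 1.28.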

Together, our data disclosed a stem-loop structure in the *mfs2* and *SPBC530.02* transcripts that is responsible for Pac1-dependent premature termination of RNAPII transcription and subsequent nuclear degradation of the targeted transcripts.

### Regulation of *mfs2* expression during oxidative stress is independent of Pac1

Our results indicate that *mfs2* and its paralog are constitutively repressed by Pac1. We therefore wondered whether this repression is subject to regulation. To address this question, we scanned the literature, the Pombase database (27), and publicly available datasets (33,34) for conditions where *mfs2* and/or its paralog are upregulated, reasoning that such gene activation may reflect a relief of Pac1-dependent repression.

Whereas we have yet to find an environmental condition where *SPBC530.02* is strongly derepressed, *mfs2* is considered as one of the core oxidative response genes (35). Indeed, transcriptomic data from independent studies indicate that *mfs2* is robustly induced upon a variety of oxidative stress conditions (33,34). In our hands, a 45-minute treatment with 0.5 mM hydrogen peroxide (H_2_O_2_)—controlled with the well-described oxidative stress response gene *trr1*—reproducibly induced *mfs2* expression ∼10-fold (Figure 5A). Despite this strong induction, its biological relevance remains unclear as neither the single *mfs2*Δ mutant nor the double *mfs2*Δ *SPBC530.02*Δ mutant showed increased H_2_O_2_ sensitivity compared to wild-type fission yeast (Supplementary Figure S7A). In contrast, we found that deletion of *mfs2* sensitizes cells to treatment with the DNA-damaging agent methyl methanesulfonate (MMS) (Supplementary Figure S5B), while such treatment induces *mfs2* expression in a dose-dependent manner up to 3-fold (Figure 5B). We also noted that the *mfs2 stemdead* mutations did not negatively affect Mfs2 function in MMS resistance (Supplementary Figure S7B), providing evidence that the silent mutations do not affect *mfs2* coding potential.

**Figure 5.**
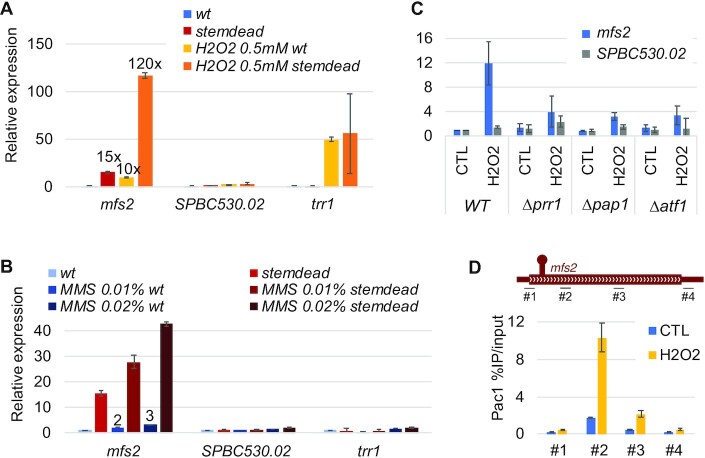
Regulation of *mfs2* expression during oxidative stress is independent of Pac1. (**A**, **B**) Relative gene expression analysis of the indicated genes determined by RT-qPCR in a wild-type strain and the *stemdead* mutant that were treated with H_2_O_2_ (A) or MMS (B). a.u.: arbitrary units. *n* = 3 biological replicates. (**C**) RT-qPCR analysis of *mfs2* and *SPBC530.02* gene expression after 45 min 0.5 mM H_2_O_2_ treatment in the indicated strains. *n* = 3 biological replicates. (**D**) *Top*, Bars *under* the *mfs2* gene show the positions of PCR products used for ChIP analyses. *Bottom*, ChIP-qPCR analysis of Pac1-TAP occupancy on the *mfs2* gene upon 45 min H_2_O_2_ 0.5mM treatment. *n* = 3 biological replicates.

Next, we reasoned that if *mfs2* induction in oxidative stress is dependent on Pac1, treating the *mfs2 stemdead* mutant with H_2_O_2_ should not further induce *mfs2* expression. However, we observed an almost multiplicative effect between the *stemdead* mutation and the H_2_O_2_ treatment, with a 120-fold induction compared to the wild-type untreated condition (Figure 5A). A similar multiplicative effect was observed when combining MMS treatment with the *stemdead* mutation (Figure 5B). Together, these results indicate that, regardless of the cell growth conditions tested, Pac1 activity is responsible for the repression of about 90–95% of *mfs2* transcripts. This strongly suggests that Pac1 and stress (H_2_O_2_ or MMS treatment) regulate *mfs2* expression through independent mechanisms.

Based on the aforementioned results, we therefore suspected that oxidative stress could stimulate *mfs2* expression independently of Pac1 repression through increased RNAPII initiation. Indeed, two CRE motifs (TGACGT), known to recruit the stress response transcription factors Atf1, Pap1 as well as the Pap1-Prr1 heterodimer (36) are found within 1-kb upstream of the *mfs2* gene. Consistent with stress-induced transcriptional activation, deleting the genes encoding any of those transcription factors (Prr1, Pap1 and Atf1) strongly reduced *mfs2* induction upon H_2_O_2_ treatment (Figure 5C), supporting the view that increased promoter activity is responsible for *mfs2* induction in oxidative stress. We next wondered whether the level of Pac1 association with *mfs2* is affected in oxidative stress, as increased RNAPII initiation from the *mfs2* promoter is expected to increase the amount of Pac1 substrate (i.e. *mfs2* stem-loop). ChIP-qPCR analysis indeed revealed a clear increase in Pac1 association with *mfs2* upon H_2_O_2_ treatment (Figure 5D). We conclude that the induction of *mfs2* in oxidative stress is primarily mediated by a transcriptional activation that surpasses repression by Pac1-dependent premature transcription termination.

## DISCUSSION

In this study, we characterized the roles of the conserved endoribonuclease Pac1 in the regulation of gene expression. Using genomic and transcriptomic approaches, we highlighted transcripts co-transcriptionally targeted by Pac1 and assessed the functional impact of a Pac1 deficiency on gene expression and RNA polymerase transcription.

We show here that Pac1 co-transcriptional cleavage can trigger RNAPII transcription termination at snRNA genes and at a selection of snoRNA and protein-coding genes (Figure 1 and Figure 2A and B). We note, however, that the breadth of termination defects observed upon Pac1 inactivation were different between snRNA/snoRNA and protein-coding genes: the extent of RNAPII readthrough was reduced for snRNA/snoRNA genes (Figure 1D and F) compared to *mfs2*/*SPBC530.02* (Figure 2B). A likely explanation is the redundant role of the mRNA 3′ end processing machinery (CPF) acting as a fail-safe transcription termination pathway directly downstream from where Pac1 is normally involved at snRNA/snoRNA genes. In contrast, the signals for CPF-dependent cleavage would be further downstream for *mfs2* and its paralog (at 3′ end of genes). Accordingly, we have analyzed the distance between the Pac1 cleavage site (stem-loop) and the next poly(A) signal consensus sequence (AAUAAA), and this correlates with the extent of the termination defects observed upon Pac1 inactivation (Supplementary Figure S8). Also consistent with this view is the fact that we have previously shown that mRNA 3′ end processing factors are recruited at the end of ncRNA genes in fission yeast, including snoRNAs and snRNAs (28).

Pac1-dependent transcription termination resembles normal torpedo termination (10), as Pac1 cleavage creates an entry point for a 5′-3′ exonuclease complex (that includes Dhp1 in *S. pombe*), which elicits RNAPII disengagement from the DNA template. However, as Pac1 recruitment occurs independently from the CPF complex (Figure 2C and D), nascent transcript cleavage is uncoupled from the polyadenylation process, in sharp contrast with canonical CPF-dependent mRNA 3′ end processing (37). Whereas highly structured RNAs such as snoRNAs or snRNAs are intrinsically stable transcripts, pre-mRNAs usually rely on polyadenylation and poly(A)-binding proteins to achieve stability (38). Accordingly, we have shown that mRNAs co-transcriptionally cleaved by Pac1 were subsequently degraded by both 3′-5′ and 5′-3′ exonucleases, and that their expression was robustly increased by a Pac1 deficiency either through Pac1 nuclear exclusion, a Pac1 loss-of-function mutation, or by disrupting an RNA stem-loop structure targeted by Pac1 (Figures 3 and 4). In addition, we found that Pac1-mediated repression is reinforced by the fact that Pac1 cleavage occurs at the beginning of the nascent pre-mRNA and thereby elicits premature termination of RNAPII transcription. Our study thus goes beyond previous findings for RNAse III homologs in budding yeast (8,9) and mammals (17,39) by reporting a mechanism of gene repression that depends on premature transcription termination whereby Pac1-dependent endonucleolytic cleavage couples RNAPII termination with pre-mRNA degradation (Figure 6). Furthermore, the mechanism of Pac1-mediated gene repression described in this study differs from a mode of gene silencing in fission yeast that depends on CPF recruitment in gene bodies to specify targeting by heterochromatin factors (40,41).

**Figure 6.**
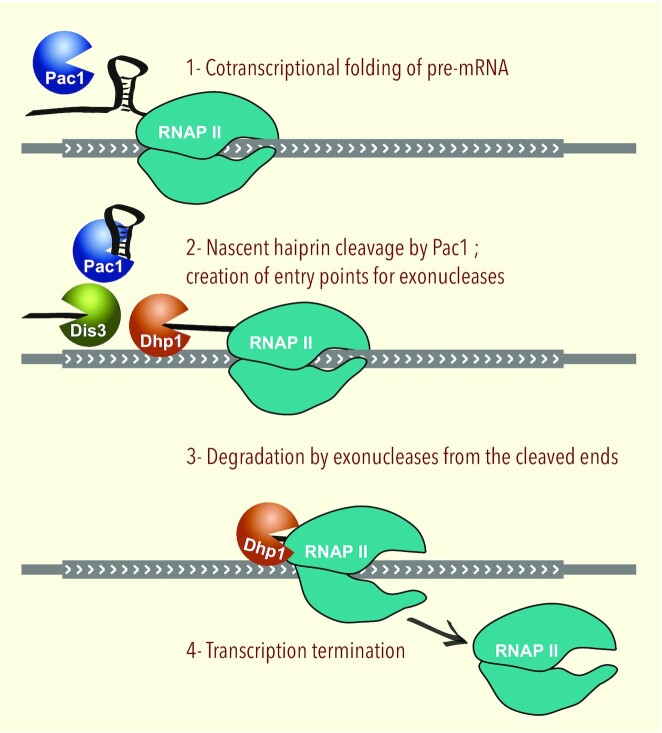
Model of Pac1-mediated gene repression. Endonucleolytic cleavage in the nascent transcript by Pac1 triggers transcription termination of elongating RNAPII by the torpedo model (Dhp1) as well as degradation of the 5′ fragment by the RNA exosome (Dis3).

Although the mechanism of Pac1-mediated gene repression appears both highly specific and efficient, its biological relevance remains elusive. An attractive possibility to justify Pac1-mediated repression would be to prevent mRNA accumulation, but maintain the transcription process ready for robust expression in response to external stimuli in a process conceptually similar to the RNAPII pausing described in higher eukaryotes (42). As yet, we have not been able to identify physiological conditions that prevent Pac1 activity in gene repression. Accordingly, our analysis of *mfs2* expression in stress conditions revealed that *mfs2* induction relies primarily on increased transcription initiation, while the repressive activity of Pac1 remained persistent during *mfs2* induction (Figure 5). Future studies may identify environmental conditions that allow *mfs2* and *SPBC530.02* activation by relieving Pac1-dependent repression, providing evidence supporting a ‘poised for transcriptional activation’ model. Alternatively, Pac1-dependent RNA degradation products (rather than a full-length coding mRNA) could be the functionally relevant components of the transcriptional induction of *mfs2* in stress conditions. This hypothesis, however, is currently not supported by our results as neither the full *mfs2* gene nor the Pac1 cleavage site within *mfs2* were required for survival upon oxidative stress (Supplementary Figure S7). We can also speculate that the functional importance of *mfs2* induction is the act of transcription itself, which is known to affect the chromatin structure and cause transcriptional interference (43–45). Whether such mechanisms are at play at the *mfs2* locus remains to be determined.

Given our results indicating that the accumulation of *mfs2* mRNA is not toxic to cells, another intriguing question is why are *mfs2* and *SPBC530.02* so tightly repressed during *S. pombe* vegetative growth? Indeed, the stem-loop mutations in *mfs2* that counteracts Pac1-mediated RNA cleavage did not affect growth under controlled laboratory conditions (Supplementary Figure S7). Yet, it is possible that tight control over Mfs2 transporter expression becomes critical for *S. pombe* survival in the wild, where the cells are exposed to a continuously changing environment. Indeed, *mfs2* encodes for a well-conserved protein with more than 300 predicted homologs in fungi, but intriguingly none in *S. cerevisiae* (Supplementary Figure S9A). Notably, multiple sequence alignment revealed two closely related *mfs2* orthologs in *Schizosaccharomyces* species: *S. cryophilus* (*SPOG_01195*) and *S. octospora* (*SOCG_01852*), which retained the hairpin structure and core sequence elements that we described in *S. pombe mfs2* (Supplementary Figure S9B-C). These results suggest that the *mfs2* hairpin structure appeared in a *Schizosaccharomyces* ancestor at least 120 million years ago – the estimated divergence time of *S. cryophilus*, *S. octospora*, and *S. pombe* (46). In fact, the hairpin structure could possibly be older since a more divergent *mfs2* ortholog in *S. japonicus* (*SJAG_02155*) shows the potential to form a hairpin of similar RNA secondary structure, although the hairpin sequence itself is not conserved in that species (Supplementary Figure S9B-C). Interestingly, a mammalian *mfs2* ortholog (*SPNS2*) encodes a sphingolipid transporter (47) whose disruption induces hearing loss in mice (48). Ultimately, a better understanding of *mfs2* and *SPBC530.02* gene regulation will require more knowledge about the function of the putative transporter proteins they encode.

Whereas RNAPII transcription termination at snoRNA genes depends on the Nrd1-Nab3-Sen1 (NNS) termination complex in budding yeast (49,50), it differs in fission yeast, an organism where the NNS termination pathway is not conserved. It was recently demonstrated that fission yeast snoRNA genes generally rely on the mRNA 3′ end processing machinery for transcription termination, as CPF components associate with most snoRNA genes, for which data from 3′ region extraction and deep sequencing (3′READS) often support the use of polyadenylation sites (28). However, for a subset of highly transcribed snoRNAs, no polyadenylation sites were identified, suggesting the existence of an alternative mechanism for RNAPII transcription termination. Accordingly, we show here that (i) Pac1 depletion causes readthrough transcription at *snU3*, *snU32*, and *snR88* snoRNA genes (Figure 1E and F) and (ii) that secondary structure prediction indicates potential Pac1 RNA substrates at the 3′ end of *snU3* and *snU32* snoRNAs (Supplementary Figure S2). Together, these data support a model whereby Pac1 triggers cleavage-dependent transcription termination of select snoRNAs independently from the CPF 3′ end processing machinery. In budding yeast, snoRNA transcription termination generally occurs independently of the endoribonuclease Rnt1 (51), with the exception of two snoRNAs (U3 and snR40) where Rnt1 cleaves snoRNA precursors downstream of the mature sequence, triggering transcriptional termination and 3′ end snoRNA maturation (52,53). These results highlight a diversity of RNAPII termination pathways within the snoRNA class of genes. In human cells, most snoRNAs are expressed from introns of host genes, but a small fraction of snoRNA genes are expressed as independent units, including U3, U8 and U13. How transcription terminates for those independent snoRNAs is still unclear, but as an NNS-like transcription termination pathway does not appear to be conserved in humans, it is plausible that the mechanism resembles one of those employed in *S. pombe* for snoRNA termination.

Based on our ChIP-seq data, we also found that for a large subset of Pac1-associated genes, no transcription termination defects were detected after Pac1 nuclear exclusion. At least three possibilities could explain the absence of termination defects at Pac1-bound genes: (i) the association of Pac1 with some of those genes could be spurious and not supported by any functional relationship, (ii) Pac1 could function in RNA maturation processes that occur post-transcriptionally, with no consequences on transcription termination and (iii) redundant mechanisms of transcription termination could ensure proper RNAP termination in the absence of Pac1 function. For instance, the association of Pac1 with C/D box snoRNA genes is likely to contribute to snoRNA processing. Specifically, Pac1 nuclear exclusion did not affect RNAPII density profiles, but lead to the accumulation of 5′-extended precursors at Pac1-bound C/D box snoRNAs, suggesting that Pac1 functions in snoRNA biogenesis (Supplementary Figure S3). This observation is consistent with the role of the *S. cerevisiae* Pac1 ortholog, Rnt1, in the co-transcriptional removal of the m7G cap, facilitating 5′ maturation of C/D box snoRNAs (6).

In budding yeast, Rnt1 cleavage of a stem-loop structure at the rDNA 3′ETS triggers RNAPI termination by a mechanism that relies on the 5′-3′ Rat1 exonuclease (torpedo) (13). As Pac1 is strongly recruited near the 3′ETS of the fission yeast rDNA (Figure 1B), we anticipated RNAPI termination defects in Pac1 mutants. Yet, our ChIP-qPCR assays did not reveal any changes in RNAPI occupancy upon Pac1 nuclear exclusion (Supplementary Figure S1B), suggesting that Pac1 is not required for RNAPI termination in *S. pombe*. Besides the torpedo-dependent mechanism of RNAPI transcription termination, a second ‘roadblock mechanism’ has been described in budding yeast (54,55). This mechanism involves binding of a transcription termination factor (Nsi1 in *S. cerevisiae*) to a terminator sequence element downstream of the rRNA repeat, which promotes transcription termination by pausing incoming RNAPI, likely through direct interaction with its Rpa12 subunit (56,57). The torpedo and roadblock mechanisms of RNAPI termination could be functionally redundant in fission yeast, explaining why Pac1 nuclear depletion did not result in read-through RNAPI. Future studies are needed to clarify the relative contribution and potential functional overlap between the torpedo and roadblock mechanisms in transcription termination of fission yeast RNAPI.

In summary, our study provides new insights into mechanisms of transcription termination at genes that encode structural noncoding RNAs, such as snRNAs and snoRNAs, as well as discloses further evidence for miRNA-independent roles of Drosha-related proteins in gene regulation.

## Supplementary Material

gkab654_Supplemental_Files Click here for additional data file.

# Supplementary material for: Co-transcriptional RNA cleavage by Drosha homolog Pac1 triggers transcription termination in fission yeast
**Source:** Nucleic Acids Res. 2021 Aug 5;49(15):8610–24. doi: 10.1093/nar/gkab654
**Supplement:** gkab654_Supplemental_Files

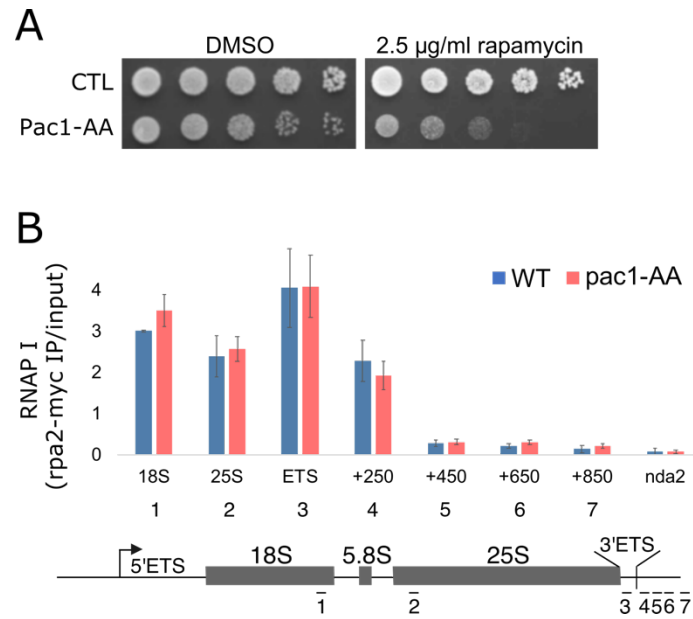

### Supplementary Figure 1

**A-** Five-fold serial dilutions of control (CTL) and Pac1 anchor-away (Pac1-AA) strains were spotted on rapamycin-free (left) or rapamycin-containing (right) minimal media and incubated during 3 days at 30°C.

**B-** *Top*, ChIP-qPCR analysis of tagged RNAPI subunit (Rpa2-myc) in wild-type and Pac1-AA strains on the rDNA repeats after the addition of rapamycin at 2.5 µg/mL for 2h. *Bottom*, schematic the rDNA gene. Bars under the rDNA indicate the positions of PCR products used for RNAPI ChIP analyses. n=3 biological replicates.

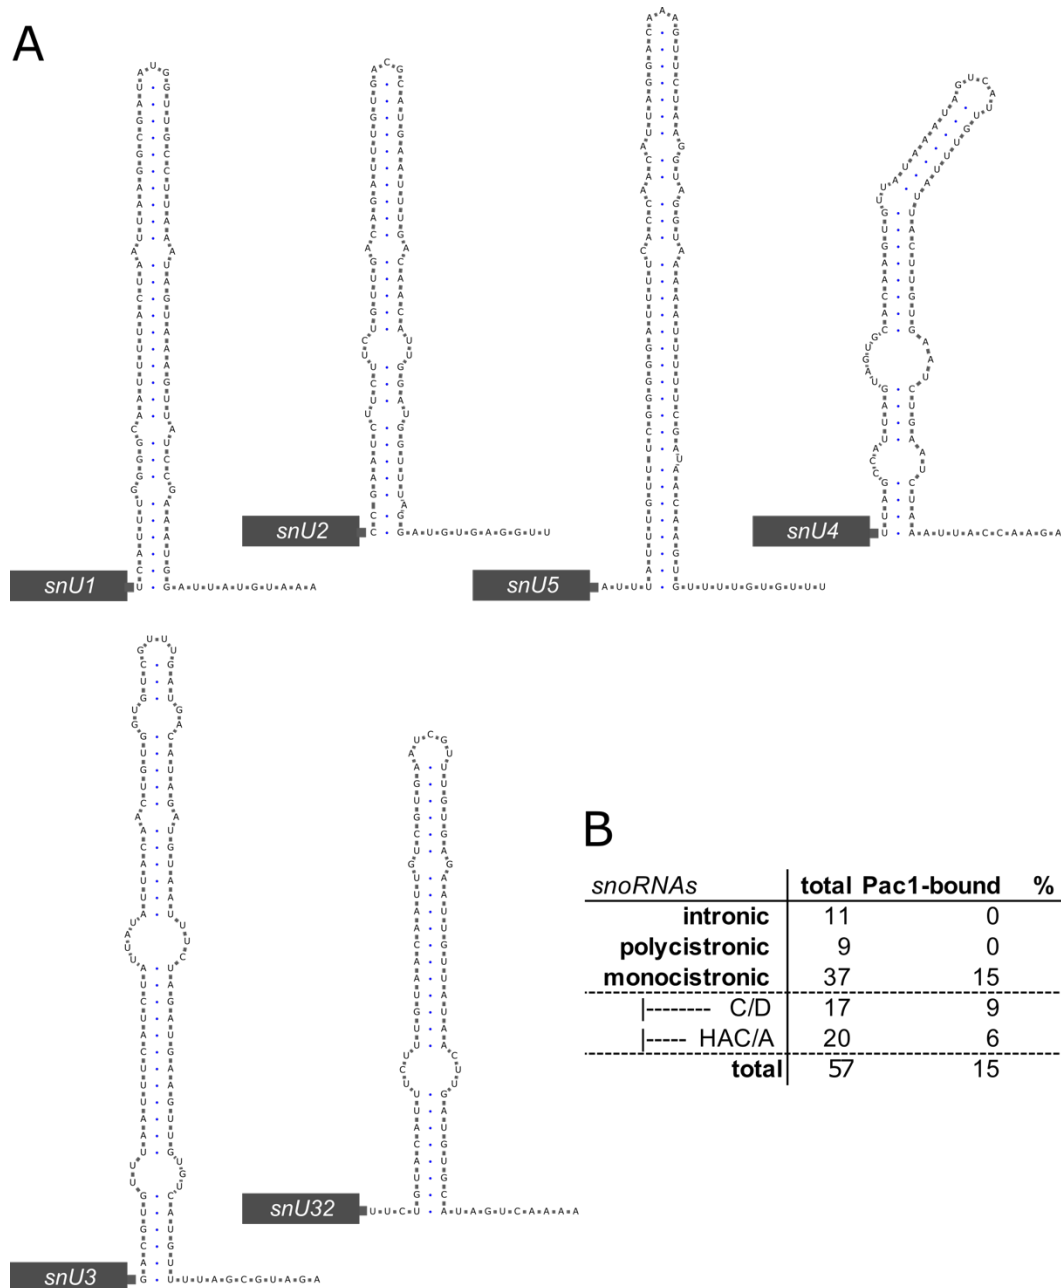

### Supplementary Figure 2

**A-** Secondary structure prediction of the sequence downstream of snRNAs and selected snoRNAs for which transcriptional readthrough was observed in the absence of Pac1.

**B-** Distribution of total and Pac1-bound snoRNAs into intronic, polycistronic, and monocistronic groups. For the monocistronic group, snoRNAs are further divided into the HAC/A and C/D box snoRNAs classes.

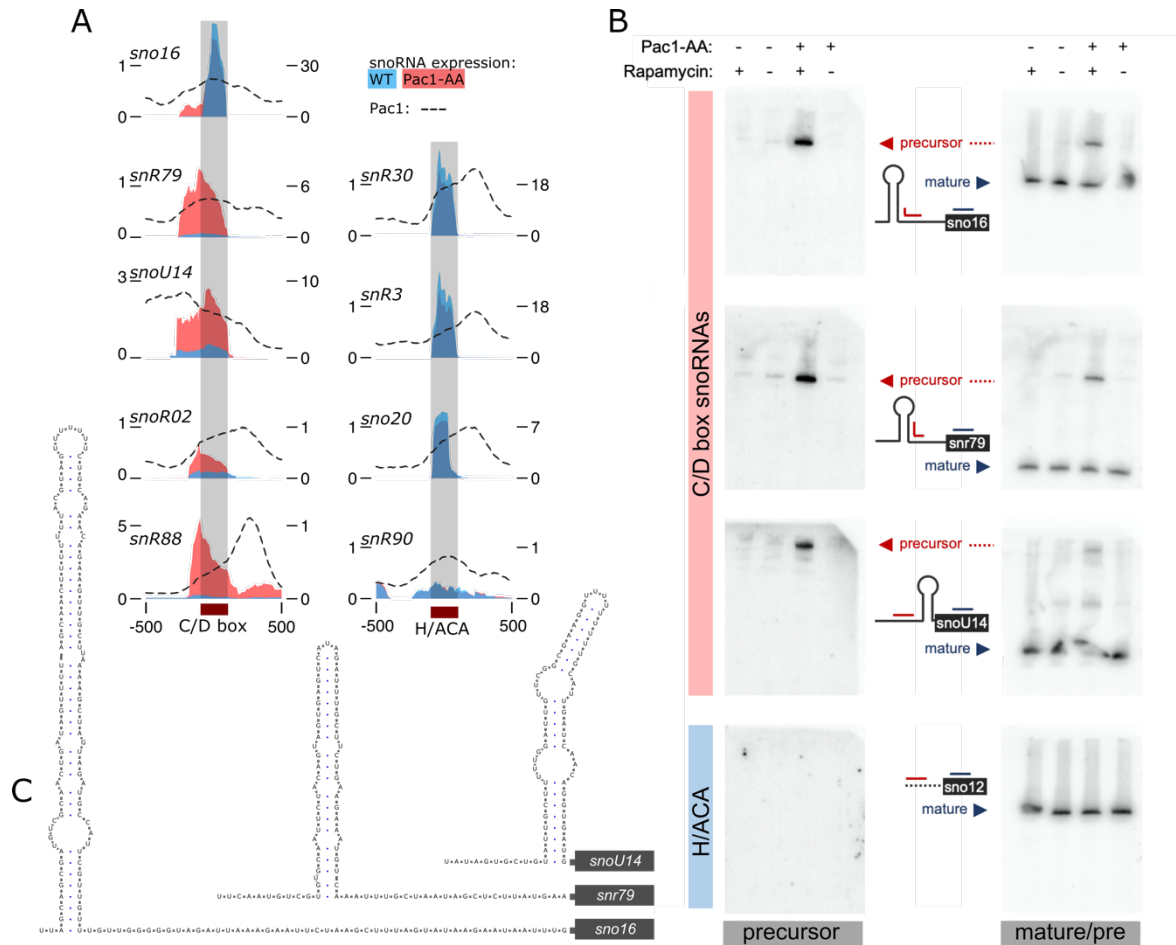

**Supplementary Figure 3**

**A-** Normalized RNA-seq read coverage over selected Pac1-bound snoRNAs in Pac1 anchor-away (Pac1-AA, in red) and control strain (in light blue) 2h after rapamycin treatment (right axis, the overlay of red and light blue is rendered as a darker shade of blue) and ChIP-seq read coverage for Pac1-TAP (left axis, dotted black line). The coverage is expressed in thousands reads mapped and averaged over two biological replicates. 

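In the 4 libraries of the anchor-away experiment together, sno12 (SPSNORNA.32) had 81585 counts, with 12515 and 18906 in CTL and 23326 and 26838 in Pac1-AA. The gene listed as snoR61 in Supplementary Table S1 had 25555 counts in these libraries. The gene listed there as snR10 (SPSNORNA.37) had 0 counts in them and 94 counts over all 14 libraries. The gene sno16 had 0 counts in all 14 libraries. Its annotation is covered entirely by exons of another gene on the same strand, and fragments that fall on more than 1 gene were not counted. Over the 61 snRNA and snoRNA genes examined, the 20 covered over at least 90% of their length by another gene on the same strand had at most 10 counts each, and the other 41 had more than 10 counts each. For the genes named in Table S1 as snoR61 and snR10, it was taken that they are the sno61 and sno10 of the legend.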

Pac1-bound snoRNAs that are already shown in more details in Fig. 1F (*snu3*, *snu32*) or for which no RNA-seq reads were recovered from our RNA-seq experiments (*sno12*, *sno10*, *sno61* and *sno16*) are not presented. snoRNAs are divided between C/D box (left) and HAC/A (right) box.

**B-** Northern blot analysis of snoRNA precursors (red probes, left panels) or mature snoRNAs (blue probes, right panels) in control and Pac1-AA strains treated with 2.5 µg/ml rapamycin or solvent alone (DMSO) for two hours. For *sno12*, a H/ACA box snoRNA not targeted by Pac1, no precursor could be detected.

**C-** Predicted secondary structure of the sequence upstream of selected C/D box snoRNA for which an accumulation of precursors was observed in the absence of Pac1.

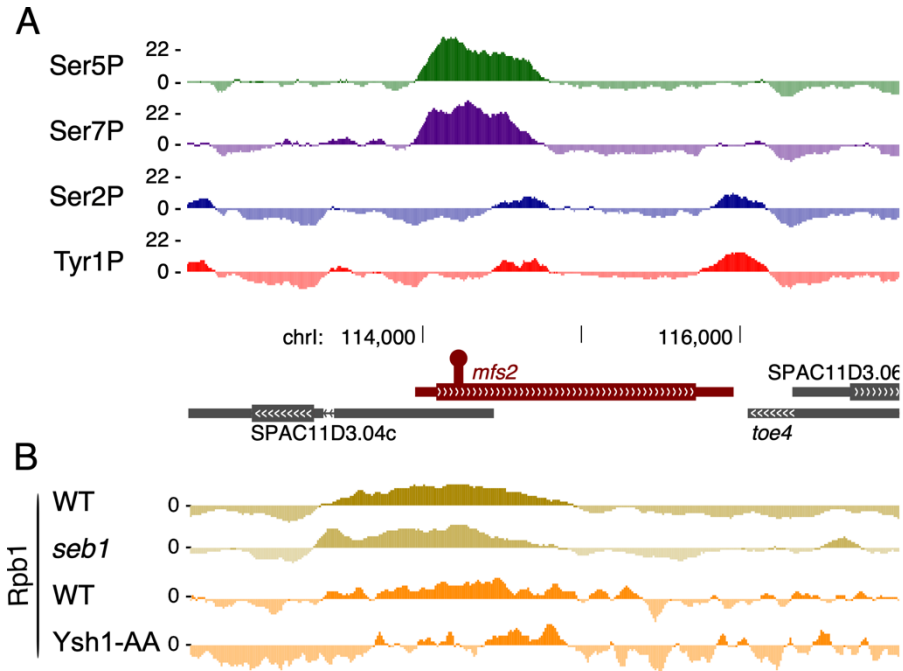

**Supplementary Figure 4**

**A & B-** Normalized ChIP-seq read coverage over the *mfs2* genes for the indicated RNAPII CTD phosphorylation marks (A) and for RNAPII subunit Rpb1 (B) in wild-type and after *Seb1* depletion in a strain where *seb1* is under the control of thiamine-sensitive *nmt41* promoter, or upon rapamycin-dependent cytoplasmic relocation of Ysh1 using an anchor-away construct (Ysh1-AA).

**A**

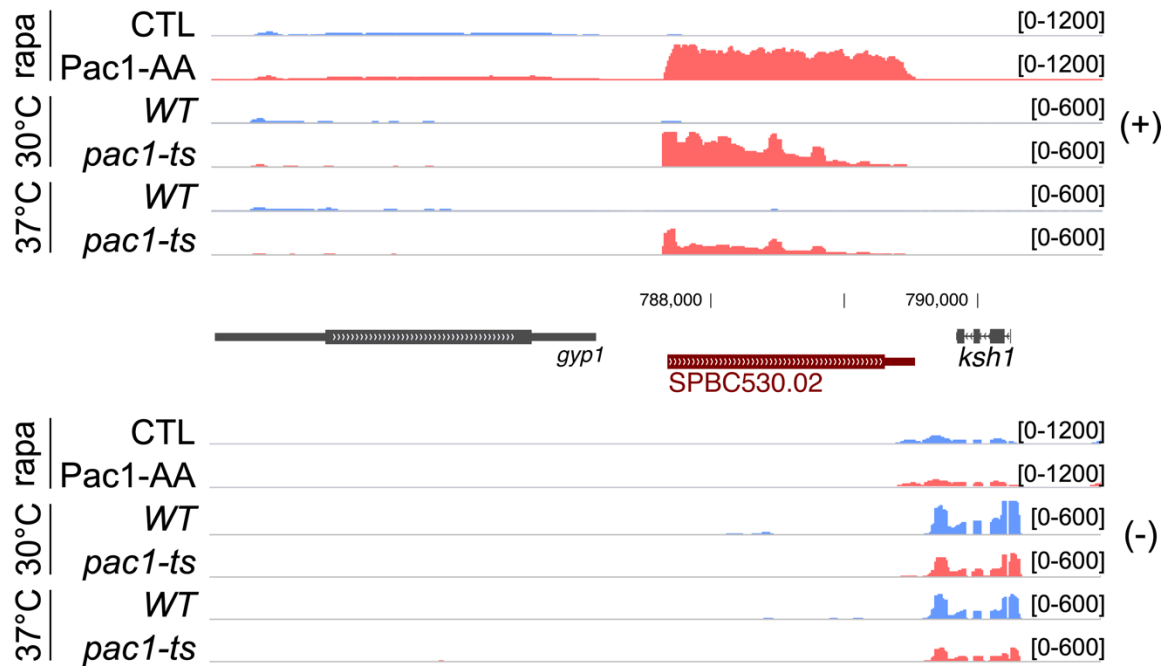

**B**

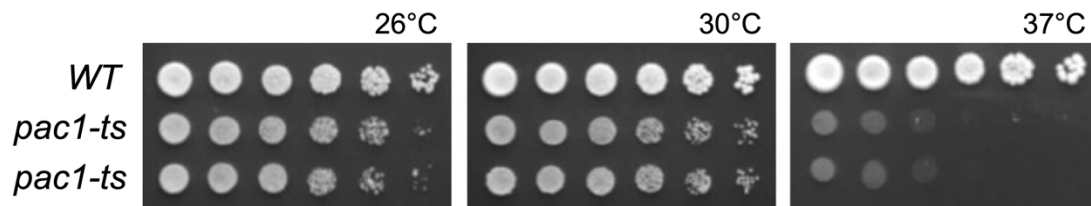

**Supplementary Figure 5**

**A-** Normalized RNA-seq read coverage averaged over two replicates centered on the *SPBC530.02* gene in control wild-type (WT) strains, upon rapamycin-dependent Pac1 nuclear depletion (*Pac1-AA*), and Pac1 inactivation using a thermosensitive mutant (*pac1-ts*) grown at the semi-restrictive temperature of 30°C or shifted 2h at the restrictive temperature of 37°C.

**B-** Five-fold serial dilutions of wild-type (WT) and two *pac1-ts* clones were spotted on YES plates and incubated during 3 days at 26°C, 30°C, and 37°C.

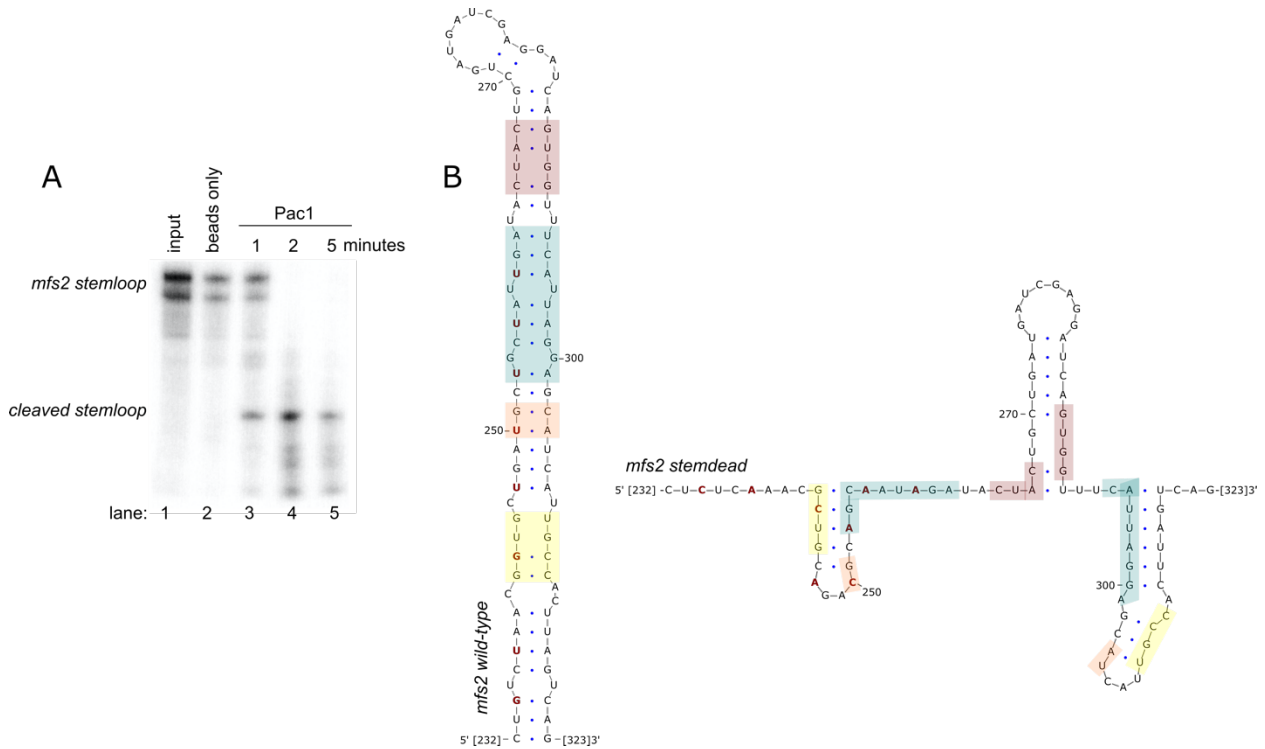

### Supplementary Figure 6

**A-** Pac1 cleaves the *mfs2* stemloop *in vitro*. The input (lane 1) is the product of run-off transcription of the wild-type *mfs2* stemloop with 50-nt of surrounding upstream and downstream sequences. The expected size of the transcription product is about 210 nucleotides which corresponds to the upper band on the gel. As the stemloop RNA structure is digested by recombinant Pac1 on beads, cleavage products appear on the gel (lanes 3-5). To control against the activity of potential contaminating RNases, the affinity purification and cleavage assay were also performed using *E. coli* extracts that did not express Pac1: this is the “beads only” condition (lane 2).

**B-** Predicted RNA secondary structure at the beginning of the *mfs2* mRNA in wild-type and in the *mfs2 stemdead* mutant. The nucleotides mutated in the *mfs2 stemdead* mutant are highlighted in red. The indicated positions are numbered relative to the beginning of the genes. The colored boxes highlight regions of high structural and sequence homology between wild-type *mfs2* and its *SPBC530.02* paralog.

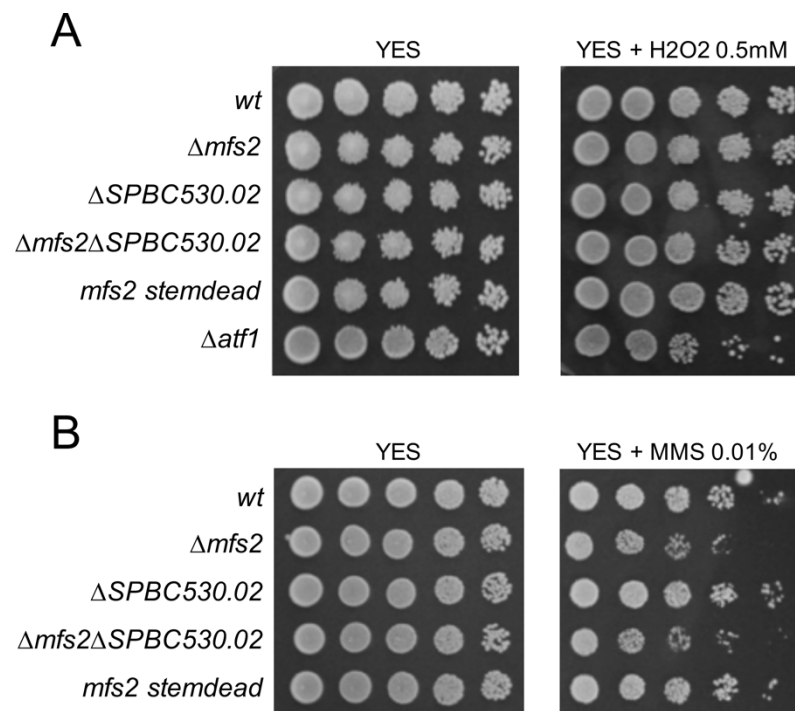

### Supplementary Figure 7

**A & B-** Five-fold serial dilutions of the indicated strains spotted on YES plates supplemented with the 0.5 mM H<sub>2</sub>O<sub>2</sub> (**A**) or 0.01% MMS (**B**) were incubated during 3 days at 30°C.

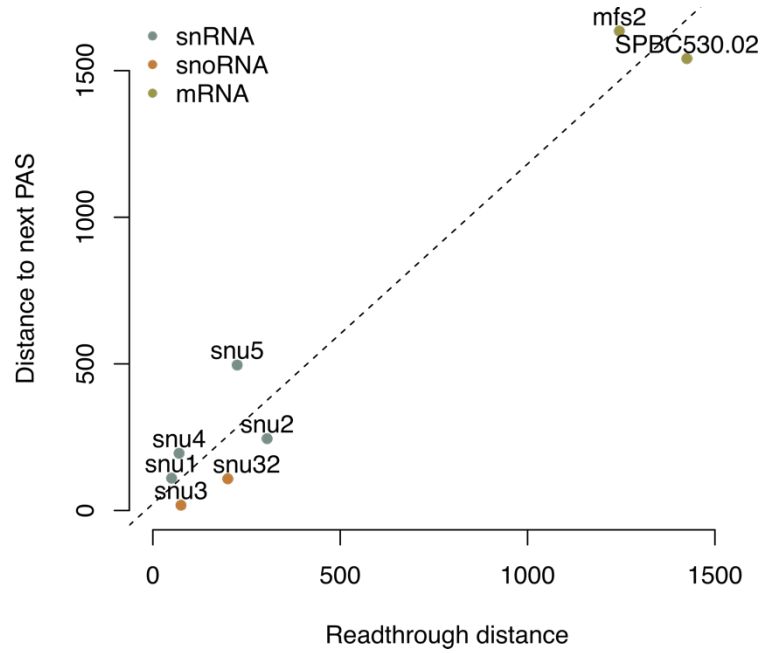

### Supplementary Figure 8

Correlation between the breadth of the RNAPII termination defects observed upon Pac1 inactivation (defined as the difference of position where the RNAPII signal drops to half its maximum wild-type level between the Pac1-AA and control strains) and the distance between the Pac1 target site (stem-loop) and the next poly(A) signal consensus sequence (AAUAAA). Correlation values are 0.975 for Pearson correlation and 0.761 for Spearman correlation. A fitted linear regression is represented by a dotted black line with an adjusted R-square of 0.94 and a p-value of 3.6e-05.

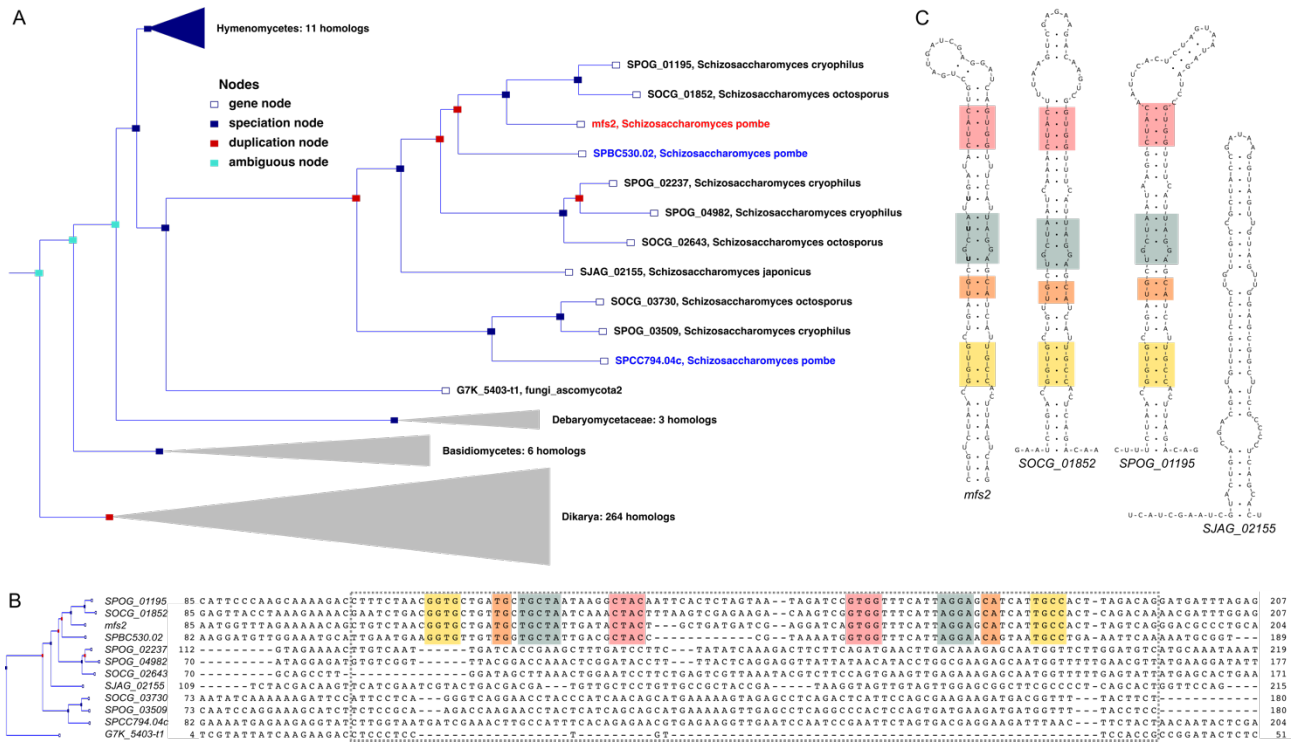

Supplementary Figure 9

**A-** Gene tree of the closest *mfs2* homologs (paralogs are written in blue, orthologs in black) as predicted by Fungal Compara.

**B-** Multiple sequence alignment of the closest *mfs2* homologs. The alignment was made globally on the complete ORFs, but only a section, bearing the *mfs2* stemloop (dotted box) is shown. The colored boxes highlight regions of high structural and sequence conservation.

**C-** Predicted secondary structure of the sequence of *mfs2* closest orthologs in *S. octosporus*, *S. cryophilus* and *S. japonicus*. The colored boxes highlight the same regions of high structural and sequence conservation as in Supplementary Fig. 9B.

# Supplementary material for: Co-transcriptional RNA cleavage by Drosha homolog Pac1 triggers transcription termination in fission yeast
**Source:** Nucleic Acids Res. 2021 Aug 5;49(15):8610–24. doi: 10.1093/nar/gkab654
**Supplement:** gkab654_Supplemental_Files

**Supplementary table S1:** List of genes identified as associated with Pac1 from Pac1-TAP ChIP sequencing data.

**Supplementary table S2:** Differential gene expression analysis for the full transcriptome in Pac1 defective mutants (*pac1-ts* vs wt at 30°C and 37°C and Pac1-AA vs CTL).

**Supplementary table S3:** List of *S. pombe* strains used in this study.

**Supplementary table S4:** List of oligonucleotides used in this study.

**Supplementary table S5:** List of accessions numbers for the high throughput sequencing data used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

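The 14 RNA-seq libraries of fission yeast analysed here belong to 3 experiments. In the anchor-away experiment, 2 control (CTL) and 2 Pac1-AA cultures received rapamycin at 2.5 µg/ml for 2 h. In the pac1-ts experiment, a wild-type (WT) parent and 2 pac1-ts clones were each sequenced at 30°C and after 2 h at 37°C. In the exonuclease experiment, WT and strains with dis3, dhp1 or both under the nmt81 promoter were grown in 60 µM thiamine, with 1 library each. Conditions and replicate numbers come from the sample labels. For the pac1-ts experiment, Supplementary Table S5 differs from them, since it lists the pac1-ts libraries as replicates of the same strain and lists WT replicates. The labels were followed here, and the paper's text also describes the pac1-ts libraries as coming from independent clones. For the pac1-ts libraries the replicate number is the clone, and for the anchor-away libraries it is the number in the sample label.

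The authors deposited 1 table of raw counts per gene, which holds whole numbers of fragments and is not normalized. According to the paper's methods, the authors trimmed the reads with trimmomatic, mapped them with HISAT2 on the S. pombe genome ASM294v2 and counted fragments by strand with featureCounts, so that by the default of that tool a fragment on more than 1 gene is not counted. The pac1-ts libraries were made with a Zymo-Seq RiboFree kit and the others with Illumina TruSeq after RiboZero depletion. The table has 7049 genes, of which 6844 matched a locus tag of the RefSeq annotation, and all 14 columns of counts were mapped to samples. The gene lengths of the same table, also as deposited by the authors, were used for FPKM only. Gene classes come from the reference annotation. Coordinates are those of the authors' files, except for the stem-loop segments and coding sequences, which are given on ASM294v3.

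Fragments counted on genes ranged from 19877576 to 53258725 in the anchor-away experiment, from 15997568 to 17743083 in the pac1-ts experiment and from 6836270 to 9470347 in the exonuclease experiment. At these depths, 3 counts correspond to 0.0563 CPM in the deepest library and to 0.439 CPM in the shallowest. Intervals and floors cover counting error only, since fragments amplified by PCR are not independent molecules.

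The count tests were run with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood fit, TMM factors, filterByExpr with a minimum count of 10, Benjamini-Hochberg adjustment). The anchor-away fit has strain as its only term, and the pac1-ts fit has strain, temperature and their interaction, as in the paper's DESeq2 models. The filter left 6328 genes in the anchor-away fit and 6728 in the pac1-ts fit. Genes were called at an absolute log2 fold change above 1 and an adjusted p below 0.01, the thresholds of the Figure 3 legend. Genes in both mutants are those called in the same direction in Pac1-AA and in pac1-ts at 30°C. The scripts were tested on simulated data made from the means and totals of these libraries. In these data 200 genes were changed, up or down, by 2 or 3 on the log2 scale. edgeR called 199 of the 200 in the anchor-away design, with 1 of the unchanged genes called, and 199 in the pac1-ts design, with 0 unchanged genes called. DESeq2 1.42.0 called 193 of the 200 in each design. Changes near the log2 threshold of 1 and interactions were not simulated, nor was the deviation shared by libraries of a clone. The simulation therefore does not tell how well such changes are called.

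The FPKM of a gene uses its annotated length and the fragments counted on all genes. Exonuclease libraries were compared as log2 ratios of TMM-scaled counts plus 0.5, with 95% Clopper-Pearson intervals and without p-values. Pac1-bound genes are the 167 genes of Supplementary Table S1, and their share among calls was tested with Fisher's exact test, two-sided. Stem-loop segments were folded with ViennaRNA 2.7.2. The genes named in the text are those the paper names as measured by RNA-seq and, in each comparison, the 5 called genes with the largest rise and the 5 with the largest fall for which every mutant library lies on the same side of every control library at that temperature. Genes named outside that rule are marked as chosen after their values were seen, with some exceptions. The genes gpd3 and obr1 are named neither in the paper's text nor among these 5, and are not marked. Nor are his3 and plt1, which were taken for comparison.

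Alternatives set in advance were DESeq2 in place of edgeR, RLE factors or library totals in place of TMM, no filter on low counts or a mean count of at least 50, adjusted p below 0.05, no log2 threshold or one of 0.5, the replicate number as a block, an additive model for pac1-ts, other ways to combine the mutants, and each replicate left out in turn. Alternatives added later are a 1.5-fold threshold with either tool and a refit of the anchor-away libraries thinned to equal depth. ChIP-seq, Northern blot, RT-qPCR and growth data were not analysed here, nor was coverage along genes, so that regions of a gene cannot be told apart in these counts.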

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

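All tests in this part were chosen after the results they address had been seen.

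The effect of pac1-ts on a gene was called different between 37°C and 30°C, by the interaction of strain and temperature in edgeR's quasi-likelihood test, for 67 genes, of which 10 are among the genes named here. The interaction was negative for SPBC530.02 (-1.33), SPCC330.03c (-1.06), gpd3 (-1.07) and obr1 (-1.27), and positive for pac1 (1.26), snu2 (1.82), snu5 (1.48), snoU14 (1.34), a lncRNA on chromosome II from 2472439 to 2472537 (2.36) and SPRRNA.49 (1.76). WT has 1 library at each temperature, so that an accident of either WT library would appear as an interaction. For 3 of the 10 genes (pac1, SPCC330.03c and gpd3) the change between temperatures was larger between the WT libraries than in the clones, and for the other 7 it was larger in the clones, where 2 libraries stand against 2. A small change between the WT libraries can be an accident as well, so a cause in a WT library cannot be excluded for any of the 10. With DESeq2, RLE factors or library totals in place of TMM, 5 of the 10 genes lost the call under at least 1 scaling (snu5, snoU14, gpd3, the lncRNA and SPRRNA.49). The interactions of all 10 genes moved by at most 0.14 under these scalings, on the log2 scale, so the size of the differences does not come from the scaling. An estimate could be past the threshold or short of it at the same value, as for snu5, at 1.46 both with DESeq2 (adjusted p = 1.93e-06) and with RLE factors (0.0143). With a mean count of at least 50 and TMM factors, snu5 and snoU14 lost the call as well (adjusted p = 0.0334 and 0.0211). With the clone as a replicate block, snu5 and snoU14 kept the call, at 1.47 and 1.33. Their adjusted p-values from edgeR's quasi-likelihood test were then 7.34e-06 and 9.28e-07. For snu5 and snoU14 the call thus depends on the test and its settings, and not on the scaling alone. Of the 10 genes, SPBC530.02, snu2 and obr1 changed more in the clones and kept the call under all 3 scalings.

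SPBC530.02 was tested further. Between the WT libraries its log2 fold change from 30°C to 37°C was -0.010, whereas in the clones it was -1.34 (adjusted p = 1.24e-07 from edgeR's quasi-likelihood test, lower in 2 of 2 clones). Under the 3 other scalings the interaction closest to 0 was -1.35. The scaling therefore does not account for the smaller rise of SPBC530.02 at 37°C. With 1 WT library per temperature and none to leave out, the pattern cannot be told apart from a WT library that deviates by chance. For mfs2 the interaction was not called (-0.24, adjusted p = 0.657, and from 0.262 to 0.95 over its alternatives), and whether the paralogs differ from each other in their interactions was not tested.

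The pac1 transcript was lower in pac1-ts than in WT at 30°C and not at 37°C, with an interaction of 1.26 that kept its call under all 3 other scalings. The change sits mostly in WT, where pac1 went down by a log2 fold change of -1.85 from 30°C to 37°C, against -0.59 in the clones. With 1 WT library per temperature, a heat response of pac1 in WT cells cannot be told apart from a WT library that deviates by chance.

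The lncRNA SPBC3B8.03-antisense-1 on chromosome II (3390915 to 3393891, forward strand) is listed as Pac1-bound in Supplementary Table S1 and is not discussed in the paper's text. It had the largest log2 fold change of all genes called higher in pac1-ts at 30°C, 5.69 (standard error 0.21, adjusted p = 3.91e-08 from edgeR's quasi-likelihood test, higher in 2 of 2 clones), and rose by 2.60 in Pac1-AA. A candidate explanation is readthrough from the gene upstream on the same strand. The adjacent gene plt1, which ends inside the lncRNA's start, had a log2 fold change of -0.57 in pac1-ts at 30°C (adjusted p = 0.00421). The nearest gene upstream that does not overlap it, a lncRNA from 3385207 to 3385832, was examined first, before plt1 was taken in its place, and had 0.31 (standard error 0.39, adjusted p = 0.594). Readthrough past a gene need not change the count of that gene, so these values cannot tell whether it occurred. The other candidate explanation is an extended precursor of the Pac1-bound snoRNA sno16, which lies within the lncRNA on the same strand and had 0 counts of its own in the 14 libraries. Fragments covering both are not counted at all, so the 0 counts cannot tell whether sno16 precursors account for the fragments counted on the rest of the lncRNA. The pattern cannot be told apart from either explanation.

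The marker gene ura4, chosen after its values were seen, had 5383 counts in pac1-ts clone 1 at 30°C and 8060 at 37°C, against 0 and 1 in clone 2 and 0 and 2 in WT, although the listed genotypes of both clones and of WT carry the same ura4 allele. All libraries but those of clone 1 are at or under the floor of 3 counts in this experiment. The anchor-away strains carry a ura4 marker, and a clone 1 library mixed with one of them would also carry his3. In clone 1 at 30°C, his3 was at 8.81 CPM, near the 9.81 of WT, whereas the anchor-away libraries lie between 237 and 254 CPM, and ura4 itself was at 312 CPM in clone 1 against at most 104 CPM there, so a mixture is unlikely. The counts appear in 2 of the 2 libraries of clone 1, which may mean that the clone itself carries ura4, for instance from its construction. No other data on the clones were examined, so the origin stays open, and no biological explanation was tested.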

How the results depend on the processing

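The 1.5-fold thresholds and the thinned libraries were chosen after the results had been seen, and all other alternatives were set before the data were examined.

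The rise of mfs2 and SPBC530.02 kept its direction and its call in Pac1-AA and in pac1-ts at both temperatures under every alternative that has a test. In Pac1-AA the log2 fold change of mfs2 ranged from 3.95 to 4.06 and that of SPBC530.02 from 5.11 to 5.22, in pac1-ts at 30°C from 3.36 to 3.54 and from 4.17 to 4.94, and at 37°C from 3.17 to 3.36 and from 3.48 to 4.17. Across the 4 fits that each left out one replicate, mfs2 ranged from 3.89 to 4.00 in Pac1-AA, from 3.37 to 3.59 at 30°C and from 3.09 to 3.32 at 37°C, and SPBC530.02 from 5.10 to 5.12, from 4.81 to 4.94 and from 3.51 to 3.55. In the same fits their interactions ranged from -0.42 to -0.13 and from -1.40 to -1.26. Leaving out either CTL library moved mfs2 in Pac1-AA by more than its standard error. These fits give values without a test, and a WT library could not be left out because WT has 1 per temperature. The interaction of mfs2 remained short of its call, and that of SPBC530.02 past it, under all 6 alternatives that can fit it, with values from -0.37 to -0.24 and from -1.46 to -1.32. Counts of genes were not recomputed with a replicate left out.

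In Pac1-AA, library totals in place of TMM gave 69 genes higher and 9 lower, against 39 and 14, so that 88.5% of the calls were higher in place of 73.6%. That scaling moves the median log2 fold change of all genes by 0.11. The share of higher calls also moved for the interaction, from 71.6% to 57.4%, and for temperature in pac1-ts, from 56.7% to 83.6%, with library totals. Without a log2 threshold, 288 genes were higher and 472 lower in Pac1-AA, and with a threshold of 0.5 the numbers were 135 and 90. In pac1-ts at 30°C (109 and 53) they were 244 and 424 without a threshold and 230 and 332 with 0.5, and at 37°C (152 and 40) 390 and 423, and 349 and 320. Temperature in pac1-ts changed 746 genes, 3147 without a threshold and 2218 with 0.5. With an adjusted p below 0.05, 187 genes were higher in pac1-ts at 30°C, and in the additive model 31 were lower. The genes with a called interaction numbered 67, and 34 with a mean count of at least 50. The cause of these changes was not tested beyond the thresholds themselves.

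With the clone as a replicate block, 186 genes were higher in pac1-ts at 30°C and 120 genes had a called interaction. For the strain effect, this block leaves the spread between clones out of the error. In the anchor-away fit, replicate numbers hardly pair the libraries (correlation of same-numbered deviations 0.06 across 6328 genes). With the replicate block, 61 genes were higher and 16 lower in Pac1-AA, and the log2 fold changes were 3.95 for mfs2 and 5.11 for SPBC530.02.

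The number of genes higher in both mutants (24) was 95 without a log2 threshold, 60 with 0.5, 52 with the log2 threshold in 1 of the mutants, and 53 and 48 with the 1.5-fold threshold in edgeR and in DESeq2. The number lower in both (2) was 171, 49, 19, 16 and 19 under the same settings, 1 with library totals and with thinned libraries, and 3 with DESeq2, RLE factors, the additive model or calls at either temperature. With no count filter, a mean count of at least 50, the replicate block, adjusted p below 0.05 or the 37°C calls, the number was also 2. The cause was not tested.

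The FPKM in CTL cells moved by more than the spread between replicates when computed as TPM, to 17.7 for mfs2 and 11.7 for SPBC530.02, and with DESeq2's robust FPKM to 8.75 for SPBC530.02. In the library labelled dhp1, library totals moved the log2 ratio of mfs2 from -0.16 to 0.20, past its counting interval, and the other exonuclease ratios of mfs2 and SPBC530.02 stayed within theirs under RLE factors, library totals and no added count. The odds ratio of Pac1-bound genes among those higher in Pac1-AA was 13.2, and 4.78 (p = 0.0308, Fisher's exact test) within protein-coding genes and lncRNAs.

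Over the single genes named in the text, 407 of 436 results under alternatives with a test kept their direction and their side of the thresholds, 11 were weaker, 11 stronger and 7 reversed. None of the reversed results was past the thresholds. They are sno20 in Pac1-AA with library totals (0.10), a mean count of at least 50 (0.0017) and the replicate block (0.0069), and, in the additive model, sno12 (0.13) and sno20 (0.33) at 30°C and pac1 (-0.44) and snu4 (-0.24) at 37°C. The cause was not tested, but the additive model gives both temperatures 1 value.

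The depth limits the exonuclease libraries most. With 62 counts of SPBC530.02 and 259 of mfs2 in WT, the interval of the mfs2 ratio spans 0 in the library labelled dhp1, at -0.40 to 0.081. With 1 library per condition, no difference there has a replicate check.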

Differences from the paper's values

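The 1.5-fold thresholds named in this part were chosen after the values had been seen, and the other alternatives were set before the data were examined.

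The paper reports 17 genes lower in both mutants, and 2 were found here. Of the alternatives set before the data were examined, the log2 threshold applied in 1 of the mutants gave 19 genes and closed the gap, while none of the others did, with values from 1 (library totals) to 171 (no log2 threshold). A 1.5-fold threshold in both mutants, chosen after seeing the values, gave 16 genes with edgeR and 19 with DESeq2.

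The paper reports 49 genes higher in both mutants, and 24 were found here. Among the alternatives set before the data were examined, a log2 threshold of 0.5 gave 60 and the log2 threshold in 1 of the mutants gave 52, both within 1.5 times the paper's number. The others gave between 21 (additive model) and 30 (adjusted p below 0.05), or 95 with no log2 threshold. The 1.5-fold threshold, chosen after seeing the values, gave 53 with edgeR and 48 with DESeq2.

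Of the genes higher in both, the paper counts 15 lncRNAs against 9 here. The replicate block (12), adjusted p below 0.05 (13), the log2 threshold of 0.5 (18) and the log2 threshold in 1 of the mutants (17) come within 1.5 times of it, and the other alternatives set before the data were examined do not, with values from 5 to 9, or 26 with no log2 threshold. The paper counts 28 protein-coding genes against 9 here. The log2 threshold of 0.5 (36) and the log2 threshold in 1 of the mutants (29) close that gap, and the other alternatives, with values from 9 to 12 or 63 with no log2 threshold, do not. With the 1.5-fold threshold, chosen after seeing the values, the numbers were 18 lncRNAs and 29 protein-coding genes with edgeR and 14 and 28 with DESeq2.

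In Supplementary Table S2, the paper's log2 value for mfs2 is -0.27 in the temperature column, where the effect of temperature in WT was 0.52 here, and 0.54 in the interaction column, where the interaction was -0.24 here. With the columns read as they are named, none of the alternatives set before the data were examined closed either gap. Across the 1978 genes in common, the paper's temperature column had a Pearson's r of 1 with the interaction computed here, and its interaction column an r of 1 with the temperature effect in WT computed here. With the columns exchanged, no gap remains for mfs2: with DESeq2 the interaction was -0.26 against the paper's -0.27, and the temperature effect in WT was 0.54 against the paper's 0.54.

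The paper counts rrk1 among the genes lower in both mutants. Its log2 fold change here was -0.88 in Pac1-AA, short of the threshold of 1, and -1.13 in pac1-ts at 30°C. It is past the thresholds in both mutants with the log2 threshold of 0.5, with the log2 threshold applied in 1 of the mutants, with no log2 threshold and, chosen after seeing the values, with the 1.5-fold threshold.

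The paper describes the effect of pac1-ts on both paralogs as the same at both temperatures. For SPBC530.02 the difference between temperatures was -1.33 (adjusted p = 0.00103 from edgeR's quasi-likelihood test), with an adjusted p from 1.33e-08 to 0.00295 over its alternatives, and it was called in each of them.

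The paper ranks the paralogs as the most overexpressed genes. They ranked 1st and 4th in Pac1-AA, 3rd and 8th in pac1-ts at 30°C and 9th and 11th at 37°C among all genes called higher. Among protein-coding genes they ranked 1st and 2nd in Pac1-AA, 1st and 3rd at 30°C and 2nd and 4th at 37°C.

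The paper states that no reads were recovered for sno12 and sno61. In the anchor-away libraries sno12 had 81585 counts and the gene listed as snoR61 had 25555.

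Among the genes higher in both mutants other than snoRNAs, the paper names the paralogs alone as bound by Pac1. If that statement concerns protein-coding genes, the paralogs are the 2 such genes here as well. The lncRNA SPBC3B8.03-antisense-1 and snu5, both listed as Pac1-bound in Supplementary Table S1, were also higher in both here, with log2 fold changes in Pac1-AA of 2.60 and 2.98.

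The paper describes the snoRNAs higher in both mutants as C/D box snoRNAs with extended precursors in Supplementary Figure S3. Of the 5 snoRNAs higher in both here, 4 are drawn there as C/D box snoRNAs, and snoR61 is not drawn.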

Other observations

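In this part, the tests on genes downstream of Pac1-bound snRNA and snoRNA genes were set before their results were seen, and all other tests were chosen after.

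Since mfs2 and SPBC530.02 are paralogs and rose together, reads shared between them might be counted on the wrong gene. The longest stretch identical between the annotated genes is 20 nt, and the reads kept were at least 36 nt, so no read lies within a shared sequence.

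Of the 61 snRNA and snoRNA genes examined, 20 had at most 10 counts over all 14 libraries. All 20 are covered over at least 90% of their length by exons of another gene on the same strand, against 0 of the 41 others (two-sided Fisher's exact test, p = 1.60e-16). For these genes, including the Pac1-bound sno16, snR30, snR3, snR90 and snoZ16, a count near 0 is consistent with fragments on more than 1 gene being left out, and says nothing on their expression. The gene snR10, with 0 counts in the anchor-away libraries and 94 over all 14, is not covered in this way.

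More genes were higher than lower in Pac1-AA (39 against 14), and the Pac1-AA libraries are deeper than the CTL libraries. After all 4 libraries were thinned to the smallest total, 44 genes were higher and 16 lower, and 34 and 13 of them were the same genes as at full depth. The excess of genes higher is therefore not likely to come from the greater depth.

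If Pac1 exclusion let transcription run past Pac1-bound snRNA and snoRNA genes into the next gene on the same strand, the count of that gene might rise. For 9 such genes within 2000 bp, the median log2 fold change in Pac1-AA was -0.072, at percentile 1.31 of 10000 lists matched on expression, toward lower values, and 4 of the 9 were above 0. In pac1-ts the median stood at percentile 53.1 at 30°C and 54.6 at 37°C. The median of the list thus did not rise, which does not exclude a rise of single genes, and readthrough that ends before the next gene would not be counted. The list leaves out next genes that overlap the snRNA or snoRNA gene or are themselves Pac1-bound. It also takes in snoRNA genes at which the paper reports no readthrough. Among its genes, chosen after their values were seen, zng1, downstream of snu1, had a log2 fold change of 0.15 in Pac1-AA (adjusted p = 0.0294 from edgeR's quasi-likelihood test), -0.033 in pac1-ts at 30°C and 0.058 at 37°C, and the lncRNA downstream of snr79 had 0.71 in Pac1-AA (adjusted p = 0.123). In the same list, sno1 (SPAC222.08c), downstream of snu2, fell by 1.00 in Pac1-AA (log2 scale), by 0.73 in pac1-ts at 30°C and by 0.96 at 37°C. The gap between the genes is 531 bp, and the length of the fragments is not known here, so it cannot be told whether fragments that join both genes were left uncounted.

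Genes within 100 kb of a chromosome end were called more often than others in all 6 tests made, in both directions. Lower genes made up 2.79% of them against 0.498% of the others in pac1-ts at 37°C (odds ratio 5.74, two-sided Fisher's exact test, p = 0.000533, adjusted 0.00107 over 6 tests), and 1.46% against 0.181% in Pac1-AA (odds ratio 8.15, p = 0.00966). Differences between the strains near chromosome ends may be the reason, but the mutation and the strain differ together in these comparisons, so the counts cannot tell them apart.

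In the library labelled as the double depletion, neither the dis3 (0.24) nor the dhp1 (0.99) transcript was lower than in WT. A mislabelled library is a candidate explanation. Its log2 ratios had a Pearson's r across 6340 genes of 0.929 with those of the library labelled dis3 and of 0.672 with those of the library labelled dhp1. All ratios share the WT library, and the strains express these genes from another promoter, so this cannot tell whether the label is right. In the libraries labelled dis3 and for both, snu6 had log2 ratios to WT of 8.34 and 8.27, against 0.57 in the library labelled dhp1, from 9 counts in WT. The fkh1 transcript, chosen after its values were seen, was at 9.50 and 9.77 CPM in the libraries labelled dis3 and for both, against 46.2 CPM in WT and 65.7 CPM in the library labelled dhp1. The paper does not report these values, and they have no replicate check.

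Across genes, the paper's log2 fold changes in Supplementary Table S2 had a Pearson's r of 0.999 with those computed here for Pac1-AA (1957 genes). Of the 1998 genes of that table at hand, 15 are past the thresholds for Pac1-AA in the paper's values and 14 here, with 13 in common. For pac1-ts at 30°C the numbers are 28, 27 and 26.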
